# The Stress Response Factors Yap6, Cin5, Phd1, and Skn7 Direct Targeting of the Conserved Co-Repressor Tup1-Ssn6 in *S. cerevisiae*

**DOI:** 10.1371/journal.pone.0019060

**Published:** 2011-04-28

**Authors:** Sean E. Hanlon, Jason M. Rizzo, Deirdre C. Tatomer, Jason D. Lieb, Michael J. Buck

## Abstract

Maintaining the proper expression of the transcriptome during development or in response to a changing environment requires a delicate balance between transcriptional regulators with activating and repressing functions. The budding yeast transcriptional co-repressor Tup1-Ssn6 is a model for studying similar repressor complexes in multicellular eukaryotes. Tup1-Ssn6 does not bind DNA directly, but is directed to individual promoters by one or more DNA-binding proteins, referred to as Tup1 recruiters. This functional architecture allows the Tup1-Ssn6 to modulate the expression of genes required for the response to a variety of cellular stresses. To understand the targeting or the Tup1-Ssn6 complex, we determined the genomic distribution of Tup1 and Ssn6 by ChIP-chip. We found that most loci bound by Tup1-Ssn6 could not be explained by co-occupancy with a known recruiting cofactor and that deletion of individual known Tup1 recruiters did not significantly alter the Tup1 binding profile. These observations suggest that new Tup1 recruiting proteins remain to be discovered and that Tup1 recruitment typically depends on multiple recruiting cofactors. To identify new recruiting proteins, we computationally screened for factors with binding patterns similar to the observed Tup1-Ssn6 genomic distribution. Four top candidates, Cin5, Skn7, Phd1, and Yap6, all known to be associated with stress response gene regulation, were experimentally confirmed to physically interact with Tup1 and/or Ssn6. Incorporating these new recruitment cofactors with previously characterized cofactors now explains the majority of Tup1 targeting across the genome, and expands our understanding of the mechanism by which Tup1-Ssn6 is directed to its targets.

## Introduction

Eukaryotic enhancers often consist of adjacent binding sites for multiple proteins that work together cooperatively to recruit co-activator proteins [1]. These nucleoprotein complexes, often referred to as enhanceosomes, consist of enhancer DNA packaged into chromatin, sequence-specific activators, co-activators, and general transcription machinery [2]. Despite extensive study of enhanceosomes, there has been relatively little examination of the recruitment of co-repressors and repressor complex formation. One fairly well-characterized example is the conserved Drosophila co-repressor Groucho [2]. Groucho belongs to the Transducin-like Enhancer of split (TLE) family of repressors [3] and has been shown to be recruited synergistically by the Drosophila proteins Dead ringer, Dorsal, and Capicua to repress transcription [4], [5].

In budding yeast, Tup1 shares structural and functional properties with Groucho, and is considered its homolog [2]. Tetrameric Tup1 forms a complex with Ssn6 and a variety of DNA-binding cofactors to modulate the transcription of hundreds of *S. cerevisiae* genes [6], [7]. The Tup1-Ssn6 complex is required for the repression of genes that are activated in response to alterations in growth conditions and cellular stresses. The Tup1-Ssn6 complex is targeted to promoters by DNA binding cofactors that are specific to the class of genes being repressed. For example, Tup1 is recruited to many glucose-repressed genes by Mig1 [8], to starch-degrading genes by Nrg1 [9], to osmotic-stress inducible genes by Sko1 [10], to hypoxia-repressed genes by Rox1 [11], to DNA-damage inducible genes by Rfx1 [12], to iron utilization genes by Aft1 [13], and to a peptide uptake gene by Cup9 [14]. In addition, Tup1 has been shown to physically interact with Sut1 [15], a regulator of sterol uptake and hypoxic gene expression [16], and participate in Tup1-dependent inhibition of transcription factor binding [17]. The Tup1-Ssn6 complex also plays a critical role in regulating cell-type-specific functions in yeast [18]. Specifically, in MATα haploid and MATa/MATα diploid cells Tup1 is recruited to and represses a-specific genes via the α2-Mcm1 heterodimer [19], [20], [21] and in diploid cells the a1-α2 heterodimer recruits Tup1 to repress haploid-specific genes [21], [22], [23].

The proteins that bring Tup1-Ssn6 to DNA vary in both their DNA-binding and protein-protein interaction domains. Tup1-Ssn6 recruitment and corresponding complex formation occurs by relatively weak protein-protein interactions with either Tup1 or Ssn6 [18]. Historically, recruiting cofactors have been identified by two criteria: their capacity to mediate locus-specific, Tup1-dependent repression and an ability to physically interact with Tup1 or Ssn6 [8], [9], [10], [11], [12], [13], [14], [19], [24]. Such locus-specific studies have characterized only a small subset of the more than 150 genes regulated by Tup1 [6].

To provide a more comprehensive model for genome-wide Tup1 recruitment, we used ChIP-chip assays to identify the genome-wide distributions of Tup1 and Ssn6. We then compared the binding pattern to published ChIP-chip data and found that the majority of loci bound by Tup1 were not co-occupied by a known Tup1 recruiter. In addition, individual deletions for seven known Tup1 recruiters did not significantly alter the Tup1 binding profile. These observations suggest that novel Tup1-Ssn6 recruiting proteins remain to be discovered and that Tup1 recruitment usually depends on multiple cofactors. To identify unknown Tup1 cofactors, we utilized an unbiased approach where we compared the genomic distribution of Tup1-Ssn6 to the distribution of more than 200 transcription factors. Using this method we identified several novel candidate cofactors along with the majority of the known Tup1-Ssn6 cofactors. Subsequently, we experimentally validated that the candidate cofactors Phd1, Cin5, Yap6, and Skn7 by showing that they physically interact with Tup1 and/or Ssn6. The newly identified cofactors are involved in regulating processes in which Tup1 has been previously implicated, including pseudohyphal growth (Phd1)[25], salt tolerance (Cin5, Yap6)[26], [27], and oxidative stress (Cin5, Skn7)[28], [29]. Accounting for these new recruiting proteins, we built a model that explains recruitment of Tup1 to the majority of its binding sites. Our approach, findings, and model for Tup1 recruitment both improve the understanding of Tup1 localization and regulation and provide a foundation for understanding the localization of eukaryotic repressor complexes.

## Results

### Tup1 binds to many sites in the absence of a known recruiter

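Tup1-Ssn6 does not bind DNA by itself, so its targets were read from the DNA that came down with a TAP-tagged subunit, and the background from mock ChIPs of cells without a tagged protein. The 45 arrays comprise 21 of Tup1 and 2 of Ssn6 in wild-type cells, 4 of mock ChIP and, for Tup1 in strains lacking a recruiter, 3 each of aft1Δ, rox1Δ, sko1Δ and sut1Δ and 2 each of rfx1Δ, mig1Δ and nrg1Δ. The paper calls the Tup1 wild-type arrays independent biological replicates of cells grown in YPD, and neither it nor the sample labels describe how the replicates were separated. By its methods 3 researchers made the arrays, and some were removed, among other reasons for low correlation within their group. Agreement between the arrays that remain was thus partly selected for. Of the Tup1 wild-type arrays, 17 are labelled as MATa cells and 3 as MATα cells, and the labels of the remaining array name both. Mock replicate 1 is labelled as MATa cells and mock replicates 2, 3 and 4 as MATα cells. The arrays of Ssn6 and of the deletion strains are labelled as MATa cells. The comparison of Tup1 or Ssn6 with mock is therefore also largely one of mating types. The strain field of 2 mock arrays names the tagged strain, while the rest of their labels name a mock ChIP, and they were used as mock.

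On each array ChIP DNA was hybridized against input DNA, with the ChIP DNA in Cy5 on 16 of 21 Tup1 arrays and on 1 of 4 mock arrays. The authors read each spot with GenePix, which gives the intensity and local background in both channels and a quality flag. The spots carry 15400 named elements, 6398 of them intergenic and 6245 coding. Spots that were flagged, had 10% or more saturated input pixels, or had a background-corrected sum of medians of 500 or less were left out, as in the paper's methods. The log2(IP/input) ratio was computed after normexp background correction and loess normalization within each print block, averaged over the spots of an element, and standardized in each array to a Z-score. The paper then called peaks with ChIPOTle on the median of the replicates. That step needs the positions of the elements, which the files do not give, so binding was tested here element by element with limma, with a mean for each strain and a term for the dye. The test covered 13360 elements, 6135 intergenic and 6144 coding, with a value on at least 11 Tup1 and 2 mock arrays. An element was called bound at a Benjamini-Hochberg (BH) adjusted p under 0.001, a Tup1 minus mock difference over 1 Z and a mock mean under 2 Z, the limits that the paper states. The value given for a gene's promoter is that of its promoter element with the largest Tup1 minus mock difference.

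The number of arrays limits the precision of each value, and the arrays differed in quality. Median signal over background in the IP channel was 3.25 (range 1.73 to 22.0) for Tup1 in wild-type cells and 4.47 (2.47 to 9.34) for mock, and it was 4.61 and 12.5 on the Ssn6 arrays. The Tup1 arrays gave a value for a median of 12613 elements (5658 to 14878), the mock arrays for 12560 to 14727, and the Ssn6 arrays for 12058 and 12462. The arrays come from 4 print series with different numbers of spots. The deletion strains, Ssn6, 9 of the Tup1 wild-type arrays and 2 of the mock arrays share 1 of these series.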

To better understand how Tup1-Ssn6 is directed to its targets on a genome-wide scale, we first determined the genomic binding pattern of Tup1 and Ssn6 in yeast by ChIP-chip during growth in rich media (**Figure 1**). Targets were identified by hybridization to a PCR-based whole-genome DNA microarray covering all coding and intergenic regions at approximately 800-bp resolution. Tup1 was bound to 282 total targets (187 intergenic targets) with high confidence (FDR <0.001) as determined by 21 independent biological replicates (**Dataset S1**). 

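Tup1 was bound at 19 elements, 12 intergenic and 7 coding. The largest difference among them lay on chromosome XI in the intergenic element iYKL045W, between PRI2, which encodes a subunit of DNA primase, and MMO1. Tup1 averaged 4.94 ± 1.64 Z (SD, n = 20) there and mock −0.34 ± 0.94 (SD, n = 4), a difference of 5.08 (standard error 0.87, limma adjusted p = 7.7e-04). Upstream of GAC1, which encodes a regulatory subunit of protein phosphatase 1 (iYOR178C-1, chromosome XV), the difference was 4.87 (standard error 0.77).

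Tup1 also exceeded mock by 4.11 Z upstream of the homeobox gene TOS8 (iYGL097W-0), by 3.99 upstream of YAP6 (iYDR259C), by 3.84 upstream of SOK2 (iYMR016C-0), and by 3.37 and 2.30 at adjoining elements upstream of the stress regulator MSN4 (iYKL063C-1 and iYKL063C-0). Bound intergenic elements also included iYOR050C (3.27 Z), those of the drug efflux pump SNQ2 (iYDR010C, 3.16 Z) and the vacuolar metal carrier COT1 (iYOR316C-1, 2.75 Z), and iYGR229C between SMI1 and BNS1 (2.46 Z). The bound coding elements ranged from 2.92 Z at LCL1 (YPL056C) to 4.50 Z at YOR050C. Part of several differences came from mock means below 0. Tup1 averaged 1.05 Z and mock −1.39 at iYGR229C, 1.76 and −1.18 at LCL1, 1.33 and −2.44 at YJL077C, and 1.52 and −2.18 at YNL179C. Among the bound elements mock averaged above 0 only at iYOR178C-1 and iYMR016C-0 (0.17 Z each). Not every bound element is named here.

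Of the 282 sites in Dataset S1, 278 could be tested and 275 had a Tup1 minus mock difference above 0. The difference was over 1 Z at 204 sites, over 1 Z with an adjusted p under 0.05 at 107, and past every limit at 10. Its median was 1.63 Z at these sites and −0.06 over all other elements, but the sites were chosen on these same arrays. The count of 19 depends on single arrays. It became 4, 0, 2 and 5 without mock replicate 1, 2, 3 and 4 (at the value of 0, 744 elements passed in limma at an unadjusted p under 0.05). It became 40 without rox1Δ replicate 3, 36 without sut1Δ replicate 3, 9 without aft1Δ replicate 3, 12 without sut1Δ replicate 1, 11 without sko1Δ replicate 1 or either array of Ssn6 or rfx1Δ, and 10 without sko1Δ replicate 2 or either array of nrg1Δ. With the print series as a term 4 elements were bound, and within the series of the deletion strains 1.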

For each peak of Tup1 binding, the highest-scored array element was used for all further analysis. We also determined the binding pattern of Ssn6 using two biological replicates. As expected, most Ssn6 targets (73%) were also bound by Tup1, and the Tup1 binding profile was highly correlated to Ssn6 occupancy (*R* ^2^ = 0.48). Also as expected, the majority of genes downstream of Tup1 binding events were derepressed in a *tup1Δ* strain (**Figure S1**) and included known targets such as the hexose transporters (GO term enrichment p = 7.05×10^−8^). 

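Ssn6 is the partner of Tup1 in the complex. At elements bound by Tup1 it averaged 3.10 Z between PRI2 and MMO1, 2.10 at YOR050C, 0.96 upstream of TOS8 (iYGL097W-0), 2.93 upstream of YAP6 and 2.90 upstream of SOK2 (n = 2 arrays each), and 2.48 upstream of GAC1 and 1.55 at YBL044W with 1 array each. Other bound elements had lower Ssn6 means, 0.24 at YGR051C, 0.17 at LCL1 (YPL056C) and −0.08 at YJL077C (n = 2), and 0.29 at YNL179C and −1.14 at iYKL063C-0 with 1 array each. Over the 282 sites the mean was 0.99 and 1.65 Z on the Ssn6 arrays, 2.07 ± 0.50 (SD, n = 21) for Tup1 and 0.10 ± 0.27 (SD, n = 4) for mock. The sites were chosen on the same Tup1 and mock arrays, so the Tup1 and mock means are not independent of that choice. No element passed the limits for Ssn6 binding (limma, 0 elements at an adjusted p under 0.05 as well), while 558 exceeded mock by over 1 Z at an unadjusted p under 0.05. Of these 558, 234 met the same unadjusted limits for Tup1, which is 41.9% (95% Wilson interval 37.9 to 46.1, for counting error only). Of all elements with an Ssn6 value, 6.71% met them for Tup1.

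Both lists are taken against the same mock arrays. In simulated arrays with no binding the shared mock arrays alone gave an overlap of 13.4% (highest of 20 simulations, 16.0%). In these simulations 1.35 to 1.69% of elements met the limits for Tup1, against 6.71% on the real arrays. The simulated and real overlaps are therefore not on the same scale. With the mock arrays divided between Tup1 and Ssn6, 2 for each, the overlap was 17.4% in the median of 6 divisions (9.76 to 24.1%). Differences from 2 mock arrays are less precise than those from all of them. Across 13192 elements the squared correlation of the Tup1 and Ssn6 medians was 0.203, against 0.034 between Tup1 and mock, with elements that are not independent replicates. Without Ssn6 replicate 2 the overlap fell to 24.8% and the squared correlation to 0.102.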

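The hexose transporters take up glucose and related sugars, and many of them are repressed through Tup1-Ssn6 when glucose is plentiful. Among the 12 of 17 transporter genes whose promoters could be tested, the difference between Tup1 and mock was largest at HXT15, where Tup1 averaged 4.89 ± 2.21 Z (SD, n = 19) and mock 0.86 ± 0.45 (SD, n = 4), a difference of 3.97 (standard error 0.99, limma adjusted p = 0.020). HXT6, a transporter of high affinity, followed at 3.64 (standard error 0.67, adjusted p = 0.0013), then HXT11 at 3.38 (standard error 0.76, adjusted p = 0.010) and HXT2 at 3.14 (standard error 0.63, adjusted p = 0.0031). The smallest differences were 0.41 at HXT14 and −0.61 at HXT10. HXT15 and HXT6 have near-identical paralogs that may share signal with them on the array.

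Of the 12 promoters 11 had a difference above 0 and 8 had one over 1 Z, with a median of 2.59. None passed the limits for binding (limma, 0 of 12, against 8 at an unadjusted p under 0.05, Fisher's exact p = 1). At an adjusted p under 0.01 HXT2 and HXT6 passed, and under 0.05 HXT11 and HXT15 as well, and 8 passed when adjusted over the list alone. As a set the promoters were higher than other intergenic elements with a preset correlation in camera (adjusted p = 9.6e-05), but not at an adjusted p under 0.05 with an estimated correlation (adjusted p = 0.098 with an estimated correlation). HXT6 was called bound without rox1Δ replicate 1, rox1Δ replicate 3 or sut1Δ replicate 3, a count of 1 each time. Expression in tup1Δ cells was not analysed here.

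The flocculation genes encode cell-surface lectins and are another group of known targets. The difference was 3.25 Z at FLO9 (standard error 0.78, limma adjusted p = 0.017), 2.31 at FLO1 (standard error 0.55, adjusted p = 0.016), 1.89 at FLO10 (standard error 0.53, adjusted p = 0.042) and 1.14 at FLO5 (standard error 0.45, adjusted p = 0.19). Of these genes, which share long stretches of sequence, 3 passed at an adjusted p under 0.05 and 4 when adjusted over the list alone.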

The ChIP-chip results provided a high-confidence set of 282 Tup1 binding sites to use in down-stream analysis of Tup1 targeting.

**Figure 1:**
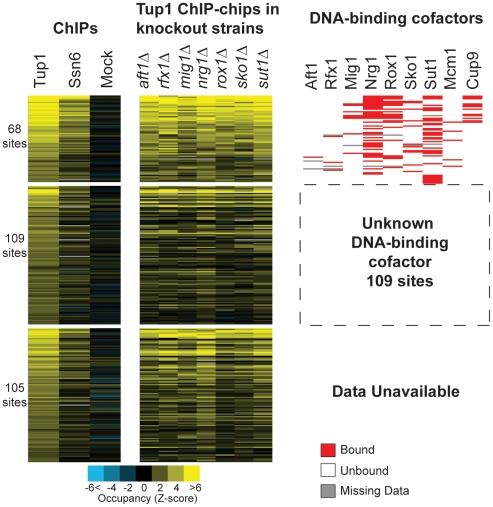
Only a fraction of sites bound by Tup1 in rich media are co-occupied by known cofactors. 282 sites bound by Tup1 during exponential growth in rich media were identified by ChIP-chip using a TAP-tagged protein and whole-genome tiled microarrays. For each target, the Z-score for the highest array element within the peak, as identified by ChIPOTle [55] is shown. Mock experiments performed in a wild-type strain lacking a TAP-tagged protein are also shown. The 282 Tup1 bound sites were sorted by p-value and split into three groups: 68 sites that are co-occupied by a known Tup1 recruiting protein (top), 109 sites not co-occupied by a known recruiting protein (middle), and 105 sites with no available cofactor binding data. Tup1 binding sites without cofactor data were located in regions of the genome that were not present on the microarrays used in the cofactor binding study [30]. Tup1 binding was also measured by ChIP-chip for strains carrying deletions of the known Tup1 recruiting cofactors Aft1, Rfx1, Mig1, Nrg1, Rox1, Sko1, and Sut1. DNA-binding cofactors are shown on the right, with occupancy as determined by ChIP-chip indicated in red (P<0.001 [30]). The following number of biological replicates were performed: Tup1, 21; Ssn6, 2; Mock, 4; recruiter deletion strains, 3–4.

To identify which cofactors occupied each of the 282 Tup1 target sites, we used published ChIP-chip data for the known Tup1 DNA-binding cofactors Aft1, Rfx1, Mig1, Nrg1, Rox1, Mcm1, Sko1, Cup9, and Sut1 [30]. The Harbison et al. (2004) experiments were performed on DNA microarrays that contained only the intergenic regions of the yeast genome; therefore, DNA-binding cofactor data was available for only 177 of the 282 identified Tup1 targets. Additionally, two well-characterized Tup1 recruiters (a1-α2 and α2-Mcm1) that regulate cell-type specific genes were not considered in this analysis because they are non-functional in the majority of the strains used for our study, and are non-functional in the published ChIP-chip studies. Surprisingly, 109 of the 177 (62%) Tup1 targets for which cofactor data is available were not co-occupied by a known Tup1 recruiting cofactor (binding defined at a p-value <0.001, **Figure 1**). 

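Tup1 was lower at sites without a known recruiter than at sites with one. All of these sites were chosen for Tup1 above mock on these arrays. A Tup1 mean above 0 is therefore no independent evidence of binding at either group. At the 109 sites that Dataset S1 lists with no known recruiter, Tup1 averaged 1.68 ± 0.44 Z (SD, n = 21 arrays), and at the 68 sites with at least one it averaged 2.82 ± 0.85. The difference within an array was 1.14 ± 0.69 Z and was above 0 on 20 of 21 arrays (sign-flip permutation test, two-sided p = 4.8e-06). It was 0.69 and 1.67 Z on the Ssn6 arrays and −0.09 ± 0.32 (SD, n = 4) on the mock arrays. Tup1 arrays differed from mock arrays in it by a two-sided exact permutation test (p = 0.0057).

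By the paper's table, Nrg1 is present at 37 of the sites and Sut1, a regulator of sterol uptake and of hypoxic genes, at 33. The hypoxic repressor Rox1 is present at 21, Cup9 at 12, the osmotic stress factor Sko1 at 11, the glucose repressor Mig1 at 8, Mcm1 at 5, Rfx1 at 3 and Aft1 at 1. Sites without a recruiter are 61.6% of those with data.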

Even when using a lenient cutoff of (P<0.01), no cofactor was bound at 42% of these Tup1 targets.

### Tup1 binding is not reduced by the deletion of individual Tup1 recruiters

To further explore the mechanism of Tup1 recruitment to specific targets, we examined Tup1 binding in seven strains, each carrying a deletion of a different known recruiter of the Tup1-Ssn6 complex. Then, for each Tup1 target, we compared the wild-type ChIP values to the values obtained in each of the seven deletion strains (**Figure 1**). On a qualitative level, deletion of each of the recruiters had little effect on Tup1 binding. 

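A deleted gene should be missing from the DNA of its strain, which allows a check of the deletion strains. In replicates 2 and 3, the input signal at the deleted gene's own coding element deviated from that of other arrays by −4.09 to −2.47 log2 units (9 values, AFT1 left out). In the replicate 1 arrays the deviation lay between −1.65 and 0.44 (5 values), while in the IP channel it was −3.23 to −1.02, against −2.21 to 0.08 in the IP channel of replicates 2 and 3. Exchanged dye labels would reverse the sign of the Tup1 signal, and with the dyes as labelled the mean over the 282 sites was above 0 on every replicate 1 array (0.71 Z in aft1Δ to 2.48 Z in sut1Δ). The element of AFT1 gave little loss in aft1Δ replicates 1 and 3 (−0.79 and −0.92 in the input, −0.28 and 0.50 in the IP). Whether this element reports its gene poorly or the gene was present on these arrays was not tested. The deletion of AFT1 is therefore left unchecked. In 4 arrays another of the deleted genes was low in the input but not in the IP, RFX1 in the array labelled sut1Δ replicate 1, SUT1 in the array labelled rfx1Δ replicate 1, NRG1 in the array labelled rox1Δ replicate 1 and MIG1 in the array labelled sko1Δ replicate 1. All arrays were kept under their labels.

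Each Tup1 array, wild-type arrays included, was scaled so that its mean over the 282 sites equalled the mean over the wild-type arrays. The paper equalizes the average over each strain. Each site was tested in limma at a BH adjusted p under 0.05 within its strain. Without Rox1, which represses hypoxic genes in the presence of oxygen, 103 sites passed, 56 higher and 47 lower than in wild-type cells. Tup1 rose by 9.03 between SOR2 and HXT15 (standard error 1.36, limma adjusted p = 1.0e-05), from 3.64 Z in wild-type cells to 13.1 Z on 2 rox1Δ arrays, and by 6.85 between STI1 and CIN5. The largest rise is not among those named here. The largest falls were −9.17 at AHT1 (YHR093W) and −8.15 between VTC1 and ALD5, the latter from 1 rox1Δ array. Of the 21 sites bound by Rox1, 13 passed and all 13 were higher. The scaling multiplied rox1Δ replicate 3 by 5.98, against 0.73 to 1.83 for the wild-type arrays. Over the Rox1 sites the scaled mean was 10.9 Z on replicate 3, and 4.65 and 4.47 Z on replicates 1 and 2. The wild-type arrays ranged from 2.08 to 5.35 Z there.

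Without Sko1, a repressor of osmotic stress genes, 25 sites passed, 14 lower and 11 higher. Tup1 rose by 5.03 at iYIR020C, the site beside MRS1 (adjusted p = 0.014), and the largest falls were −4.65 between PRR2 and NOP6, −4.09 at YBR190W, −4.05 between RPS16B and RPL13A and −3.47 between RPL37B and PLM2. Without the iron regulator Aft1, 3 sites passed, all higher, by 4.23 between GAT4 and VLD1 (adjusted p = 0.023), by 3.24 at YMR007W and by 2.67 at the site named iTL(CAA)G1. No site passed in rfx1Δ, mig1Δ, nrg1Δ or sut1Δ (limma, 18, 21, 10 and 31 sites at an unadjusted p under 0.05). The sites of lowest p in these strains were upstream of MIG2 in mig1Δ (−2.11, adjusted p = 0.23), beside YAP5 in rfx1Δ (3.79, adjusted p = 0.27), at TEF2 in sut1Δ (−2.27, adjusted p = 0.34) and at iYAR028W in nrg1Δ (−2.02, adjusted p = 0.96).

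These counts rest on single arrays and on the scaling. Without rox1Δ replicate 3 no site passed in rox1Δ while 57 passed in sko1Δ, and without sko1Δ replicate 3 none passed in sko1Δ. In aft1Δ 0, 7 and 20 sites passed without replicate 1, 2 and 3, in rfx1Δ 1 without replicate 2, and in sut1Δ 2 without replicate 1. Without the scaling no site passed in any strain. Within the print series of the deletion strains 63 sites passed in rox1Δ, while aft1Δ and sko1Δ had 0. With the replicate number as a block, which is not known to pair the arrays, 1 site passed over all strains.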

To quantify our results, we split the Tup1 targets into groups. First, all Tup1 targets that were bound by each of the cofactors were identified [30] **(** **Figure 2A** **)**. Next, all of the DNA sequences near sites of Tup1 binding were screened for the presence of DNA sequence motifs that corresponded to the specificities of each of the recruiters [7], [31] (**Figure 2B**). For each of these categorizations a given target may be in more than one group, for example a Tup1 target bound by both Sut1 and Mig1. We then compared Tup1 binding in wild-type cells and the appropriate deletion strain for each group. The results were clear: there was no significant change in Tup1 binding at sites that contained the deleted recruiter’s motif, nor was there any change in Tup1 binding at sites normally co-bound by the deleted recruiter (**Figure 2A and B**). Thus, for the majority of Tup1 targets, deletion of a single known recruiter did not eliminate or significantly alter Tup1 binding. This suggests that multiple redundant recruiters direct Tup1 to each of its targets, or possibly that when a single recruiter was deleted another operates in its place.

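At the sites bound by the deleted recruiter, the mean Tup1 signal per array was compared between the deletion strain and wild-type cells, after the scaling over all 282 sites. Rfx1 represses the genes of the DNA damage response, and without it the median over its 3 sites was 1.07 Z, against 2.22 in wild-type cells (difference −1.15, n = 2 against 21, two-sided exact permutation p = 0.036, adjusted p = 0.12 over 7 strains). The largest part of this was upstream of the chitinase gene CTS1, where the difference was −3.29 (standard error 1.34, limma p = 0.018, adjusted p = 0.68). It was −1.54 upstream of RNR4, which encodes a subunit of ribonucleotide reductase, and 0.95 beside RPP1B. At the single Aft1 site, upstream of the iron transporter gene FET4, the medians were 3.68 in aft1Δ and 2.19 in wild-type cells (difference 1.49, n = 3 against 17, exact permutation p = 0.032, adjusted p = 0.12).

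In the other strains the difference was 0.88 at the 21 Rox1 sites (n = 3 against 21, exact permutation p = 0.11, adjusted p = 0.19), 0.60 at the 33 Sut1 sites (exact permutation p = 0.055, adjusted p = 0.13), 0.63 at the 8 Mig1 sites (exact permutation p = 0.47, adjusted p = 0.55), 0.31 at the 11 Sko1 sites (exact permutation p = 0.33, adjusted p = 0.46) and 0.15 at the 37 Nrg1 sites (exact permutation p = 0.71). Among the Mig1 sites the largest fall in value was −2.15 between the transporter gene AGP3 and AQY3, and the sites beside HXT11 and HXT13 differed by −0.23 and 0.02. No strain passed at an adjusted p under 0.05. With the difference of medians as the statistic, the smallest p possible is 0.0040 with 2 arrays, 0.0054 with 3, and 0.0079 for aft1Δ.

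Under median centring and with the authors' normalized values, rfx1Δ passed with a difference of −1.32 and −1.20. Under median centring the Aft1 site turned to −0.45, and without aft1Δ replicate 1 or 3 its difference was 0.70 or 0.82. Without the scaling, the differences in mig1Δ and sko1Δ turned to −0.70 and −0.46. Leaving out single arrays moved rox1Δ to 3.90 without replicate 1 and 4.00 without replicate 2, mig1Δ to 1.23 without replicate 1 and 0.04 without replicate 2, sko1Δ to 0.06 without replicate 1 and 0.12 without replicate 2, nrg1Δ to 0.24 without replicate 1 and 0.05 without replicate 2, and sut1Δ to 1.11 without replicate 1 and 0.99 without replicate 2. Against only the 9 wild-type arrays of the same print series, the unadjusted exact permutation p was 0.045 for rox1Δ (difference 1.00), 0.055 for rfx1Δ (−1.06) and 0.091 for aft1Δ (1.56). Groups by sequence motif (Figure 2B) were not analysed here. From the comparison of wild-type and deletion strains the paper concludes that losing 1 recruiter does not remove Tup1 from most of its targets, and it proposes that recruiters are redundant or that another takes the place of the missing one.

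**Figure D1:**
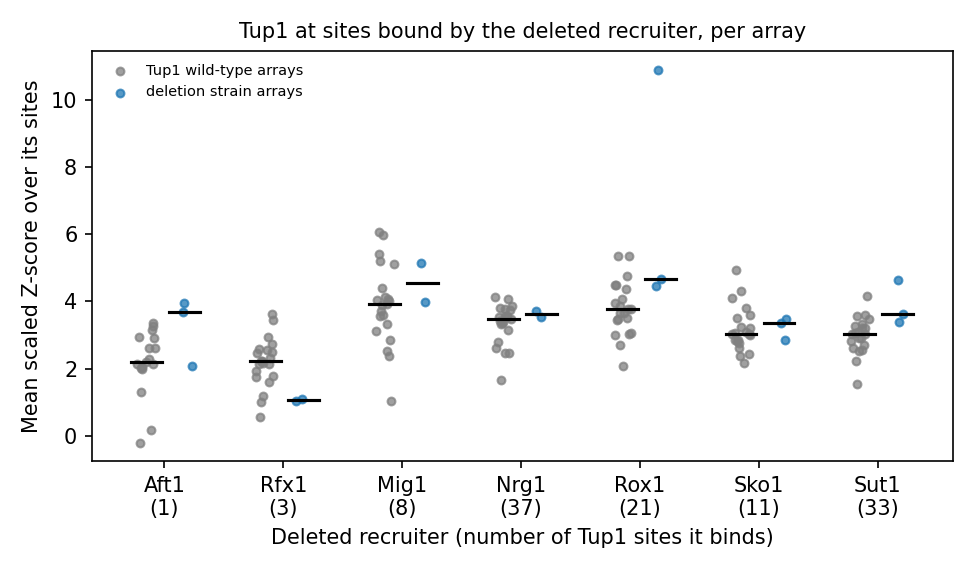
Mean scaled Tup1 Z-score over the sites bound by the deleted recruiter, for each array (grey, wild-type; blue, deletion strain), with a bar at the median. The rfx1Δ arrays lie at 1.05 and 1.09 Z, and the rox1Δ arrays span 4.47 to 10.9 Z.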

**Figure 2:**
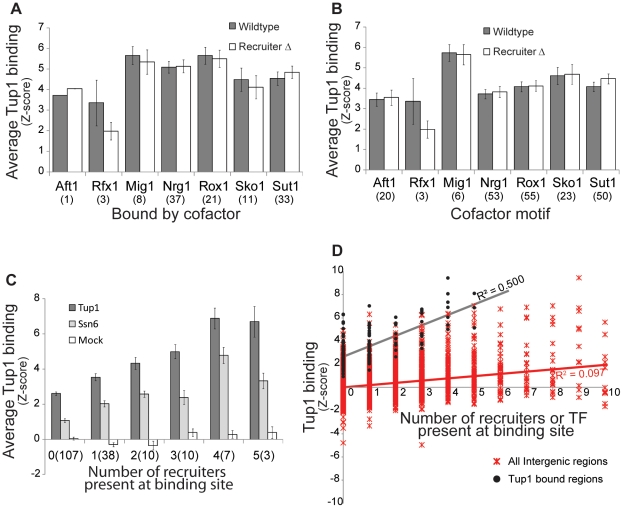
Deletion of individual Tup1 recruiters has little effect on Tup1 binding, and Tup1 binding is correlated with the presence of multiple recruiters. (A and B) The average enrichment (Z-score) in wild-type and recruiter deletion strains is plotted for (A) Tup1 targets bound (*P<*0.001) by a given transcription factor [30], or (B) Tup1 targets containing a binding site (P<0.005) for a given transcription factor [31]. To control for differences in IP efficiency between experiments Tup1 binding values were standardized to wild-type Tup1 binding by scaling Tup1 binding in each deletion strain so that the average Tup1 occupancy across all bound regions is the same for all experiments. The number of Tup1 targets in each group is indicated in parentheses and error bars represent standard error. (C) Tup1 targets were binned based on the number of recruiters bound to the target (P<0.001; [30]). Average enrichment (Z-score) for Tup1, Ssn6, or mock ChIPs for each group was calculated. The number of targets in each group is indicated in parentheses and error bars represent standard error. (D) Tup1 occupancy is plotted for Tup1 bound regulatory regions as a function of the number of bound recruiter proteins (Black) and for all regulatory regions, including the Tup1 bound regions, (Red) as a function of the number transcription factors bound at the regulatory region. The linear regression line and coefficient for both datasets is shown.

### Evidence that Tup1 is recruited by multiple cofactors at many of it sites

To test the hypothesis that multiple recruiters direct Tup1 to its targets, we once again divided Tup1 targets into groups, this time based on the number of different recruiters bound to each target. We then calculated the average Tup1 binding score for each group of targets. 

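Tup1 signal was higher in groups of sites with more known recruiters. At the 38 sites with 1 recruiter Tup1 averaged 2.25 ± 0.77 Z (SD, n = 21 arrays). It averaged 2.80 ± 0.96 at 10 sites with 2 recruiters, 3.27 ± 1.03 at 10 sites with 3, and 4.47 ± 1.29 at 10 sites with 4 or more. The Ssn6 means (n = 2 arrays) were 0.94, 1.72, 2.19, 2.08 and 3.60 Z from the 109 sites with no known recruiter to the highest group. The mock means (n = 4 arrays) were 0.13, −0.08, −0.19, 0.25 and 0.43 Z. The 3 highest groups hold few sites, and the sites were chosen for their Tup1 signal on these arrays.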

We observed a positive relationship between the magnitude of either Tup1 or Ssn6 binding signal and the number of recruiters bound to the target, which was not seen for mock ChIP experiments (**Figure 2C**). 

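Over the 177 sites, the number of known recruiters accounted for a squared correlation of 0.498 with the median Tup1 Z-score, 0.296 with Ssn6 and 0.0015 with mock. These values are across sites, which are not independent replicates. On single Tup1 arrays the median was 0.291 (n = 21). Without the 10 sites that bind 4 or more recruiters the squared correlation with the Tup1 median was 0.297.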

To further explore this relationship, we preformed a linear regression for Tup1 binding by the number of recruiter proteins bound and discovered a highly significant regression of *R* ^2^ = 0.500 (P<1×10^−10^) (**Figure 2D** **)**. To ensure that this correlation was specific to recruiters of Tup1, we calculated the regression coefficient between Tup1 occupancy at all intergenic regions to the total number of proteins bound using all the ChIP data, and found the relationship to be greatly reduced (*R* ^2^ = 0.097). The strong association between the number of recruiting proteins present and Tup1 binding signal suggests that Tup1 is simultaneously recruited by multiple cofactors to its targets.

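With each array taken as a replicate, Tup1 rose by a median of 0.62 Z per known recruiter (−0.09 to 0.97, n = 21), and the slope was above 0 on 20 of 21 arrays. The slopes were 0.33 and 0.78 on the Ssn6 arrays, with a median of 0.01 (−0.09 to 0.18, n = 4) on the mock arrays. The medians of Tup1 and mock differed by 0.61 (two-sided exact permutation p = 0.0050). Those of Ssn6 and mock differed by 0.54 (exact permutation p = 0.067, the smallest p that 2 arrays against 4 allow). Within the print series of the deletion strains, the Tup1 slopes exceeded mock by 0.70 (exact permutation p = 0.036). Among arrays with the IP in Cy5 alone they exceeded the single mock array by 0.57 (exact permutation p = 0.118). Occupancy by other transcription factors over all intergenic regions was not analysed here. From the relation between Tup1 signal and the number of recruiters, the paper proposes that several cofactors recruit Tup1 to a target at the same time.

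**Figure D2:**
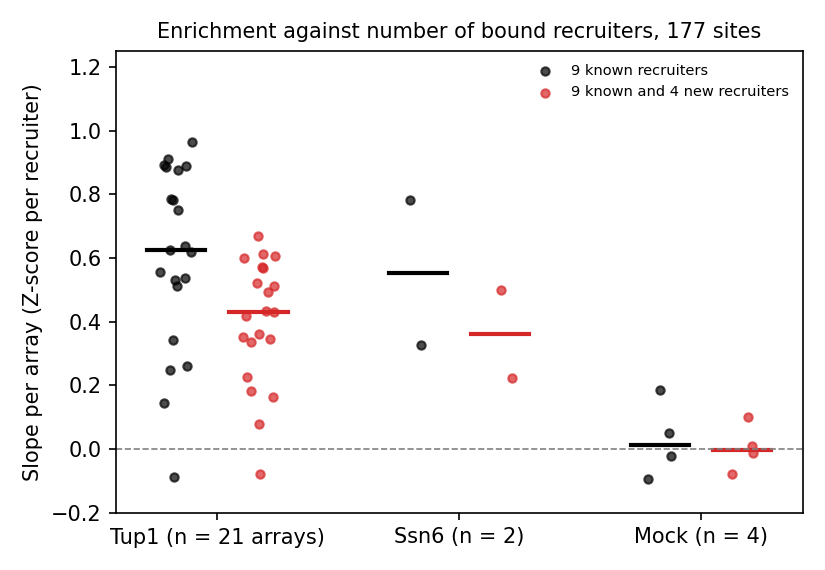
Slope of the Z-score on the number of recruiters over the 177 sites (Z per recruiter), for each array of Tup1 (n = 21), Ssn6 (n = 2) and mock (n = 4). Black, known recruiters; red, known and new recruiters; the bar is the median. The mock slopes on known recruiters lie between −0.09 and 0.18.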

### Identification of new candidate Tup1 recruiters

Despite evidence for multiple recruiters, over 40% of Tup1 genomic targets were not bound by a known recruiter, even when using a relatively liberal cutoff (P<0.01). Thus, either Tup1 binds directly to some of its targets without assistance, possibly through association with histone tails [32], or additional transcription factors are capable of recruiting the Tup1-Ssn6 complex, or both may be true. To address this question, we utilized ChIP-chip data for 204 transcription factors [30], [31] and expression data from at *TUP1* deletion mutant [7] to identify potential novel Tup1 recruiters. We performed five predictive tests detailed in *Materials and Methods* (**Figure 3**). Briefly, we (a) Calculated the over-representation of each transcription factor’s DNA-binding motif among Tup1 targets. (b) Calculated the percentage of Tup1 targets that were bound by each transcription factor. (c) Calculated the percentage of each transcription factor’s targets that are bound by Tup1. (d) Calculated the correlation between the top quartile of Tup1 binding and the top quartile of binding for each transcription factor. (e) Calculated the correlation between the top quartile of expression changes in a *tup1Δ* and the top quartile of binding for each transcription factor. We then assigned each of the 204 transcription factors a percentile score for each test, and calculated the average percentile (f) across all five tests for each transcription factor.

**Figure 3:**
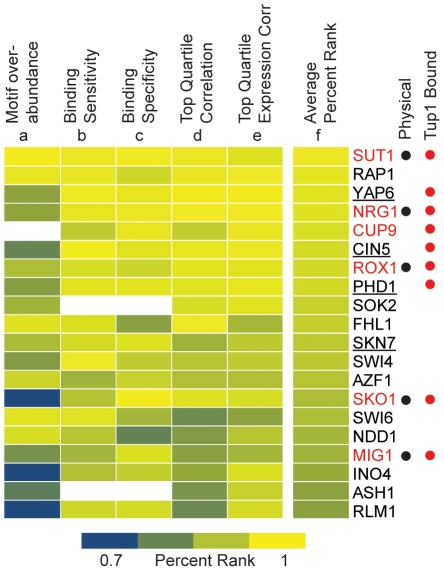
Prediction of novel Tup1 recruiters. Tup1 binding data was compared to ChIP-chip data from 204 transcription factors [30], [31] and *tup1Δ* expression data [7] using five tests (see text and Material and Methods for details). The percentile rank for each test and average percentile rank across all five tests is shown for the top 20 candidate transcription factors. Known Tup1 recruiting proteins are indicated by red text. Transcription factors previously shown to physically interact with Tup1 or Ssn6 are indicated with a black dot [57] and the transcription factors whose own promoters are bound by Tup1 are indicated by a red dot. Predicted Tup1 recruiters that were studied further are indicated with underlined text.

There are three readily apparent biological explanations for why a transcription factor might score highly in our prediction tests. First, Tup1 may modulate the binding of the transcription factor to some of the transcription factor’s targets. Second, Tup1 may independently co-regulate some of the transcription factor’s targets. Third, the transcription factor may recruit Tup1 to a subset of its targets or be a member of the Tup1-Ssn6 complex. We are interested in this third class.

Multiple lines of evidence suggest that some of the predicted recruiters do in fact function to direct Tup1 to its target genes. First, six of the eight (Sut1, Nrg1, Rox1, Sko1, Mig1, and Cup9) previously characterized Tup1 recruiters for which we have data rank in the top twenty of the 204 tested transcription factors. Second, we have observed that Tup1 itself binds to the regulatory regions upstream of nine of the top 20 genes, including all six of the known recruiters on the list (Sut1, Nrg1, Rox1, Sko1, Mig1, and Cup9) (**Figure 3** red dots). This suggests that Tup1 may regulate its own activity by modulating the expression of its recruiters in a feed-forward network.

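Of the 20 genes, Tup1 was bound upstream of YAP6 and SOK2 at the limits used for all elements. CIN5, which encodes a stress factor of the same family as Yap6, had 3.22 ± 1.77 Z for Tup1 (SD, n = 18) and −0.78 ± 0.83 for mock (SD, n = 4), a difference of 4.11 (standard error 0.74, limma adjusted p = 0.0010), and just missed the limit on p. PHD1, a regulator of pseudohyphal growth, had a difference of 2.17 (standard error 0.40, adjusted p = 0.0014). Both passed at an adjusted p under 0.01, and NRG1 (1.69, standard error 0.49, adjusted p = 0.050) and ROX1 (2.49, standard error 0.59, adjusted p = 0.015) passed with them under 0.05. Among the other known recruiters, the difference was 2.06 at CUP9 (adjusted p = 0.077), 1.01 at SUT1 (adjusted p = 0.24), −0.42 at SKO1 (adjusted p = 0.71) and −0.99 at MIG1 (adjusted p = 0.32). It was −0.29 at SKN7. The smallest were −1.02 at FHL1 and −1.24 at RLM1.

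Over the 20 promoters the median difference was 0.85, with 14 above 0 and 10 over 1 Z, and 8 passed at an adjusted p under 0.05 when adjusted over the list alone. The paper chose these factors with data from these arrays, so this is not independent evidence. The count of 2 became 0 without any 1 of the mock arrays, either Ssn6 or nrg1Δ array, aft1Δ replicate 3, sko1Δ replicate 2 or sut1Δ replicate 1 (9 promoters passed in limma at an unadjusted p under 0.05 on all arrays). It became 1 without either rfx1Δ or mig1Δ array, sko1Δ replicate 1 or sut1Δ replicate 2, and 4 without sut1Δ replicate 3. From Tup1 binding at recruiter genes the paper proposes that Tup1 acts on its own recruiters in a feed-forward network.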

### Four of the newly predicted Tup1 recruiters physically interact with Tup1-Ssn6

We further studied four of the proteins that scored highly in our predictive tests (Cin5, Phd1, Yap6, and Skn7; **Figure 3**, underlines) to determine if they recruit Tup1. While Cin5, Phd1, Yap6, and Skn7 are generally characterized as activators of transcription rather than repressors, they all regulate genes within Tup1 characterized pathways. For example, Cin5 has previously been implicated in Tup1-mediated repression through network analysis [33], and Tup1 and Yap6 were proposed to regulate a common set of genes based on analysis of expression in a *tup1* mutant. [34].

If our candidates are true Tup1 cofactors, we expect that they will physically interact with Tup1-Ssn6. To test this, we performed a series of *in vivo* co-immunoprecipitation (co-IP) experiments in strains harboring Myc-tagged versions of the potential Tup1 recruiters. In the first experiment, we immunoprecipitated with anti-Ssn6 antibodies and then immunoblotted with anti-Myc to determine whether Cin5, Phd1, Yap6, and Skn7 were associated with Ssn6. As a positive control, we confirmed the ability of Ssn6 to immunoprecipitate Tup1-MYC in an Ssn6-dependent manner (**Figure 4A** compare anti-MYC IP blot lanes 3 and 4). Skn7 and Yap6 exhibited a strong interaction with Ssn6, while Phd1 exhibited a weaker interaction (**Figure 4A** lanes 9, 10, and 11). Hap3, a protein that had low scores for all of our predictive tests, showed no interaction with Ssn6. However, the known Tup1-cofactors Sut1, Nrg1, and Sko1 and the newly predicted recruiter Cin5 were also not detected in this co-IP experiment.

**Figure 4:**
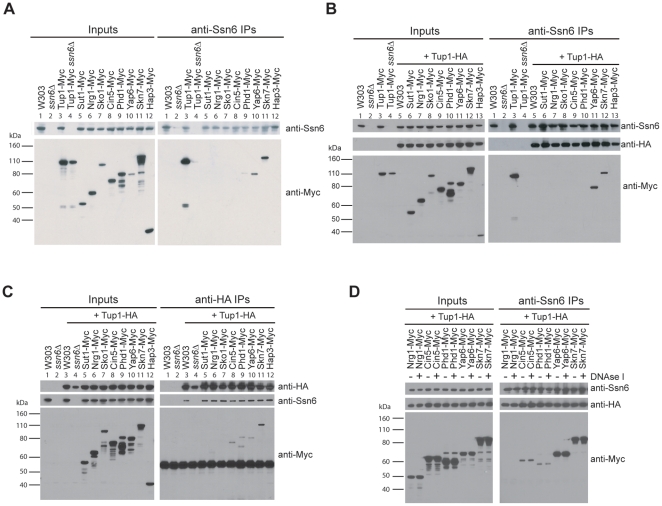
Candidate recruiters physically interact with Tup1-Ssn6. Strains carrying Myc-tagged candidate recruiters (Cin5, Phd1, Yap6, or Skn7), previously characterized recruiters (Sut1, Nrg1, or Sko1), or a protein that was not predicted to interact with Tup1 (Hap3) were immunoprecipitated with anti-Ssn6 antibodies (A and B), or with anti-HA antibodies (to immunoprecipitate HA-tagged Tup1) (C). Inputs (left) and immunoprecipitated material (right) were immunoblotted with anti-Ssn6 antibody, anti-HA antibody (to detect Tup1), or anti-MYC (to detect recruiter proteins). (D) The interactions between Tup1-Ssn6 and predicted recruiters are not mediated by DNA. Strains carrying a Myc-tagged characterized recruiter (Nrg1) or predicted recruiters (Cin5, Phd1, Yap6, or Skn7) were immunoprecipitated with anti-Ssn6 antibodies in the presence (+) or absence (−) of DNAse I. Inputs (left) and immunoprecipitated material (right) were immunoblotted with anti-Ssn6 antibody (top), anti-HA antibody (middle) or anti-MYC (bottom).

To confirm the strong interaction of Skn7 and Yap6 with Tup1-Ssn6, we repeated our co-IP experiments. For these experiments we added a HA-tag to Tup1 in all of the strains harboring a MYC-tagged recruiter protein to confirm that the Tup1-Ssn6 complex was intact throughout our IP experiments (**Figure 4B**). This second set of co-IPs showed that Tup1 and Ssn6 were always pulled down together, and confirmed that Skn7 and Yap6 interact with Tup1-Ssn6. With a longer exposure of the Myc Western blot, interactions are detectable for our three positive controls, Sut1, Nrg1, and Sko1, in addition to our two other top candidates, Cin5 and Phd1, while Hap3 continues to show no interaction with Ssn6 (**Figure S2**). The signal produced by the Cin5 and Phd1 is comparable to that of the known recruiters.

In a third experiment, we immunoprecipitated Tup1-HA instead of Ssn6 and identified proteins that were immunoprecipitated along with Tup1. Again, we confirmed that the Tup1-Ssn6 complex was intact throughout our experiments by showing that Ssn6 is consistently co-immunoprecipitated with Tup1-HA. Tup1 exhibited a strong interaction with Skn7 and weaker interactions with Yap6, Cin5, Phd1 and the previously known recruiter Nrg1 (**Figure 4C**). In this experiment, we failed to identify a co-IP interaction between Tup1-HA and Sko1. Detection of Sut1 was not possible in this experiment because the Sut1 band was obscured by the IgG band.

### The interactions of Cin5, Phd1, Yap6, and Skn7 with Tup1-Ssn6 are not mediated by DNA

The apparent interactions between the predicted recruiters and Tup1-Ssn6 could result from the proteins occupying the same regulatory region and being bridged by DNA rather than by direct protein-protein interaction. To address this issue, we repeated the co-IP experiments with extract treated with DNAse I for 30 minutes prior to the immunoprecipitation. While gel electrophoresis and PCR analysis indicate that the DNA was digested to near completion (**Figure S3**), treatment with DNAse I did not prevent the ability of Ssn6 to pull down Yap6, Skn7, Phd1, or Cin5 (**Figure 4D**). Thus, the interaction is not likely to be mediated by DNA, but instead is a protein-protein interaction with the Tup1-Ssn6 complex. Taken together, the co-IP experiments show that the newly predicted Tup1-Ssn6 recruiters Skn7, Yap6, Phd1, and Cin5 all physically interact with Tup1.

### Tup1-Ssn6 functions as a repressor at sites bound by Yap6, Skn7, Phd1, and Cin5

To determine if the Tup1-Ssn6 complex is functioning as a repressor at sites bound by Yap6, Skn7, Phd1, and Cin5, we calculated change in gene expression at each bound group (P<0.001) [30] compared to unbound sites (P>0.05) in a *tup1Δ* strain [7]. In a *tup1Δ* strain, genes downstream of sites bound by any of the four proteins were strongly derepressed (**Figure 5A**), indicating that Tup1 is functioning as a repressor at these sites and suggests that Yap6, Skn7, Phd1, and Cin5 are likely co-repressors with Tup1-Ssn6. This observation is consistent with a previous analysis that indicated that the targets of Yap6, Skn7, Phd1, and Sok2 (an untested candidate Tup1 recruiter) are all significantly derepressed in strains deleted for Tup1 or Ssn6 [33].

**Figure 5:**
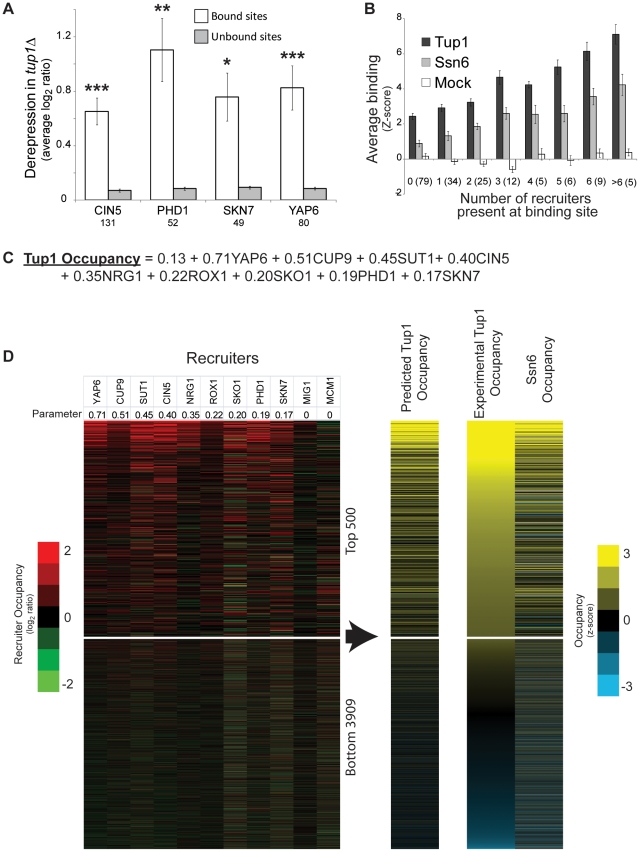
New Tup1 recruiters improve the model for Tup1 recruitment. (A) The average downstream gene expression for the targets (P<0.001) and non-targets (P>0.05) of the four new recruiters in *tup1Δ* strain is plotted [7]. The number of sites is listed and error bars represent standard error. The significance for the difference between the bound (P<0.001) and unbound sites (P>0.05) was determined by t-Test; * P<0.001, ** P<1×10^−4^, *** P<1×10^−5^. (B) Tup1 targets were separated based on the number of recruiters bound (P<0.001; [30]), including the four new candidate recruiters (Cin5, Phd1, Yap6, and Skn7). The average enrichment (Z-score) for Tup1, Ssn6, or Mock experiment for each group is shown. The number of targets in each group is shown in parenthesis and error bars represent standard error. (C) Regression model including new candidate recruiters. This model describes how recruiter occupancies, as measured by ChIP-chip, can be used to predict Tup1 occupancy at a genomic region. (D) The log_2_ ratio for each Tup1 recruiting protein is shown on the left, with the parameter estimate for the regression model on top. Tup1 binding predicted by the model is shown with the experimental Tup1 and Ssn6 occupancy. All data is sorted by the experimental Tup1 occupancy.

### Yap6, Cin5, Skn7, and Phd1 improve models of Tup1-Ssn6 targeting

To further validate the role of these newly predicted Tup1 recruiters in Tup1-Ssn6 targeting, we performed our analyses from **Figure 2C and 2D** incorporating these new proteins. Including Yap6, Cin5, Skn7, and Phd1 as recruiter proteins strengthens the positive relationship between the number of recruiters bound to a given locus and the level of Tup1 and Ssn6 enrichment observed (**Figure 5B**) (**Dataset S2)**. Additionally, the regression between the number of binding recruiters and Tup1 occupancy improves from an *R* ^2^ of 0.50 to 0.58 when these four proteins are included (same analysis as **Figure 2D**). This strongly suggests that the new discovered recruiters participate with the previously identified cofactors in recruiting the Tup1-Ssn6 complex.

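With Yap6, Cin5, Skn7 and Phd1 counted as recruiters, Tup1 averaged 1.89 Z at 35 sites with 1 recruiter, 2.07 at 25 sites with 2, 3.01 at 12 sites with 3, 2.66 at 5 sites with 4, 3.41 at 6 sites with 5, 3.99 at 9 sites with 6 and 4.78 ± 1.37 (SD, n = 21 arrays) at 5 sites with 7 or more. The 80 sites without any recruiter averaged 1.58 ± 0.44. By the sheets of Dataset S2, Cin5 is present at 43 of the sites, Yap6 at 39, Phd1 at 34 and Skn7 at 15. From 0 to 7 or more recruiters, Ssn6 went from 0.83 to 3.61 Z and mock from 0.17 to 0.40. Per recruiter, the median slope was 0.43 Z for Tup1 (−0.08 to 0.67) and 0.22 and 0.50 on the Ssn6 arrays. The median slope of Tup1 exceeded that of mock (−0.0013) by 0.43 (two-sided exact permutation p = 0.0050, n = 21 against 4), but the new factors were chosen partly by how their binding matched that of Tup1 on these arrays.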

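With the new factors counted, the squared correlation of recruiter number with the Tup1 median was 0.584. For Ssn6 it was 0.318, and for mock 0.0003. On single Tup1 arrays the squared correlation had a median of 0.339 with the new factors and was higher with them on 20 of 21 arrays (mean difference 0.050 ± 0.033, SD). The paper chose these factors partly by how their binding matched that of Tup1 on these arrays, so no p is given and the gain is not independent evidence. Without the sites that bind 4 or more known and new recruiters it was 0.303. From this gain the paper proposes that the new recruiters take part with the known cofactors in bringing Tup1-Ssn6 to its targets.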

It is likely that all Tup1-Ssn6 cofactors recruit the complex with different efficiencies, and it is further likely that the efficiency of recruitment varies from locus to locus depending on the DNA sequence and other factors. To more accurately model Tup1-Ssn6 complex recruitment in rich media we generated a regression model for Tup1 occupancy using the experimentally measured occupancy of the recruiters at each regulatory region. This model allows recruiters to have differing recruitment strengths, and also incorporates how strongly each recruiter associates with a regulatory region.

Regression analysis examines the relationship between one variable and another set of variables. The relationship is expressed as an equation that predicts a response variable (Tup1 occupancy) from a function of regressor variables (Tup1-Ssn6 recruiting proteins) and parameters. The parameters are adjusted so that a measure of fit is optimized. There is a single parameter for each recruiter protein in the model that defines the weight given to a recruiter protein in the regression model. A value close to zero has low weight while a large positive or negative parameter value is weighted highly for its ability to predict Tup1 occupancy.

We first tested each recruiter independently to determine if each single recruiter was significantly positively correlated to Tup1 occupancy. At this step, we removed from the model Rfx1, which did not have a significant relationship with Tup1 binding, and Aft1, which was negatively correlated (See Discussion). Using only the previously known Tup1-recruiting proteins (Cup9, Mcm1, Mig1, Nrg1, Rox1, Sko1, and Sut1) we generated a regression model on half of the genome, and then validated the model on the remaining half. The model reports that the presence of Cup9, Rox1, Sut1, Nrg1, and Sko1 all contribute to the association of Tup1 with its genomic targets. The occupancy of Mig1 and Mcm1 do not contribute significant additional information to determining the binding pattern of Tup1 (**Table 1**). Therefore, Mig1 and Mcm1 can be removed from the model without sacrificing its predictive power (See Discussion).

**Table 1:** Regression results for both the initial and final model.

	Intercept	SUT1	NRG1	ROX1	SKO1	CUP9	MIG1	MCM1	YAP6	CIN5	PHD1	SKN7	*R* ^2^
**Initial Model**	0.105	0.656	0.588	0.644	0.263	0.772	0.086	0.006					**0.33**
**p-value**	<0.0001	<0.0001	<0.0001	<0.0001	<0.0001	<0.0001	0.0864	0.8553					
**Final model**	0.129	0.454	0.348	0.215	0.198	0.513	0.053	−0.029	0.706	0.395	0.190	0.170	**0.43**
**p-value**	<0.0001	<0.0001	<0.0001	0.0002	<0.0001	<0.0001	0.2618	0.344	<0.0001	<0.0001	<0.0001	<0.0001	

We next determined if a new regression model that includes the known Tup1 recruiters and our top candidates, Yap6, Phd1, Cin5, and Skn7, was better able to predict Tup1 experimental occupancy than the model containing the known recruiters alone (**Figure 5C**). We found that the addition of each protein into the model results in significant improvement (**Table 1**). By incorporating all of the newly identified recruiters, the prediction of Tup1 occupancy at Tup1 bound sites improved from an *R* ^2^ of 0.577 to 0.648 (p-value  = 2.3×10^−17^) (**Dataset S3**). Overall, this means that our model can explain 65% of Tup1 binding variance at Tup1 bound sites and 43% of variance in Tup1 binding for all yeast intergenic regions (**Figure 5D**). This is remarkable because a significant proportion of the binding variance is likely due to technical noise in the ChIP-chip experiments, which were performed using low-resolution spotted-DNA microarrays. This noise would be present in both the predictor and the response variables. 

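Between single Tup1 arrays the correlation across elements was 0.357 in the median (0.082 to 0.798). Between the medians of 10 and of 11 Tup1 arrays, drawn 100 times, it was 0.803 in the median, a squared correlation of 0.646. The Ssn6 arrays correlated with each other at 0.245 across elements and at 0.570 across the 282 sites, and the squared correlation with the Tup1 median was 0.102 for one of them and 0.222 for the other. Mock arrays correlated at a median of 0.103. The paper had removed arrays partly for low correlation within their group, so these correlations come from arrays partly selected for agreement. Elements are not independent replicates, so no p is given. The predictions of the paper's model were not analysed here, since the table that holds them is available only in part.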

By comparison, our ChIP-chip of Ssn6, which is thought to be in tight association with Tup1 at all times on genomic DNA and theoretically would predict Tup1 binding perfectly, does only slightly better than our model, explaining 48% of the Tup1-binding variance across the genome. This suggests that our model is approaching the maximal possible predictive value achievable with these datasets. Finally, the addition of Cin5, Phd1, Skn7, and Yap6 increased the proportion of Tup1 binding sites also occupied by a recruiting protein from between 38% and 58% (**Figure 1**) to between 55% and 73% depending on the cofactor binding p-value used to define “occupied” (<0.001 or 0.01 respectively).

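Dataset S1 and the sheets of Dataset S2 place a known or new recruiter at 97 of the 177 sites, which is 54.8% and includes 29 sites with a new recruiter only. At these 29 sites Tup1 averaged 1.95 ± 0.60 Z (SD, n = 21 arrays). The difference from the 80 sites without any recruiter was 0.38 ± 0.47 Z within an array and was above 0 on 17 of 21 arrays. On the mock arrays it was −0.16 ± 0.18 (SD, n = 4), and on the Ssn6 arrays 0.21 and 0.54 Z. The new recruiters were chosen partly by their overlap with Tup1 on these arrays, so no p is given for this difference. Shares at the lenient cutoff for cofactor binding were not analysed here.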

## Discussion

We have demonstrated that Tup1 is bound to 282 loci across the yeast genome and shown that deletions of individual recruiters did not significantly change the Tup1 binding pattern. We also identified a correlation between Tup1 occupancy and the number of recruiting proteins bound at a given regulatory region. This is consistent with a study showing that the Tup1 recruiters Rox1 and Rfx1 together with a third protein Mot3 act synergistically to promote Tup1 mediated repression [35]. Our results indicate that this cooperation in directing Tup1 binding is likely more wide spread phenomena.

Prior to our study, no known Tup1 recruiter was present at 62% of Tup1-bound sites. We utilized computational approaches to identify new candidate recruiters. These approaches predicted that Yap6, Cin5, Phd1, and Skn7 may act as Tup1 recruiters, and we experimentally verified that these proteins physically interact with Tup1-Ssn6. Additionally, genes bound by Yap6, Cin5, Phd1, and Skn7 were shown to be strongly de-repressed upon knockout of Tup1.

### The newly identified Tup1 recruiters are functionally linked to stress response

Each of the new Tup1-Ssn6 cofactors has been previously characterized to function in a variety of stress and growth responses processes that Tup1 is known to regulate [36]. Cin5 and Yap6 are closely related AP-1 factors that belong to a fungus-specific family of bZIP proteins [26]. Their binding patterns are highly correlated, targeting 73% to 86% of the same sites, depending on the growth conditions [37]. Cin5 and Yap6 are likely involved in yeast stress response, because overexpression of Cin5 or Yap6 increases tolerance to sodium, lithium, and cisplatin [27], [38], and overexpression of Cin5 confers resistance to quinidine, mefloquine, and chloroquine [39]. While these proteins are often considered transcriptional activators, there is evidence that many of them also have repressive functions. Yap6 binding has been shown to occur at activated and repressed genes in response to exposure to increased salt [37]. Skn7 is required for the oxidative stress response in yeast [40], [41] and appears to function as a transcriptional activator with Yap1 to activate oxidative stress response genes [42]. However, Skn7 may also have repressor activity, since increased binding of Skn7 is associated with repression during salt response [37]. Phd1 has been identified as key hub protein for the regulation of pseudohyphal growth [43], and over expression of Phd1 causes the activation Flo11 and the induction of pseudohyphal growth [25].

### The new recruiters allow us to explain up to 73% of Tup1’s targeting

Inclusion of new recruiters increases the correlation between the number of distinct recruiters bound and Tup1 occupancy for all yeast intergenic regions (**Figure 5B**). Furthermore, the new recruiters increase the number of Tup1 targets also bound by a recruiter protein from 58% to 73%, helping to fill gaps in our understanding of Tup1-targeting. Importantly, incorporating the four new recruiters with the previous characterized recruiters into a regression model for Tup1 binding explains 65% of Tup1 occupancy at Tup1 bound sites, and strengthens the case for simultaneous recruitment of the Tup1 complex by multiple DNA binding cofactors. While inclusion of the newly identified Tup1 recruiters does not explain all Tup1 binding, our results do increase the number of Tup1 binding events explained by the presence of a recruiter by 15% or more (depending on cutoff used to define binding events) and explain a significantly greater proportion of the Tup1 occupancy variance. Additionally, we were able to experimentally validate 7 of the top 10 computationally identified candidate cofactors, suggesting that some other highly-ranked proteins on our list may also function in association with Tup1-Ssn6. Rap1 and Sok2, which we were not able to test, are good candidates. At individual sites, Tup1-Ssn6 is recruited simultaneously by multiple proteins and is likely forming a multi-meric complex containing Tup1, Ssn6, multiple recruiting proteins, and chromatin remodeling factors.

### Strengths and limitations of the Tup1 recruitment model

Our model can only be as accurate as the datasets used for predictions and for determining Tup1 occupancy. Any noise or biases in the datasets will generate noise in our model. In addition, our model did not incorporate the possibility that Tup1 binds directly to deacetylated histone tails [44]. It is likely that use of higher resolution binding data, inclusion of a parameter to allow Tup1 to bind directly to histone tails, and the discovery of additional Tup1 recruiting proteins will improve our model when incorporated. Nonetheless, our regression model including the new cofactors, describes a significant percentage (43%) of Tup1 binding variance across the entire genome.

To develop our model we initially tested each recruiter to determine if their binding was significantly positively correlated with Tup1 occupancy. Rfx1 was not significantly correlated and Aft1 was negatively correlated with Tup1 occupancy. The significant negative correlation of Aft1 suggests Aft1 negatively predicts Tup1 binding in rich media, which is inconsistent with the function of a Tup1 recruiter. However, Aft1 does not recruit Tup1 during growth in rich media because it is restricted to the cytoplasm in this growth condition [45]; therefore it is not surprising that Aft1 is not correlated with Tup1 localization under the conditions tested in this experiment. On the other hand, Rfx1 recruits Tup1-Ssn6 to DNA damage inducible genes to repress transcription in the absence of DNA damage signals [35]. Therefore, Rfx1 should be actively recruiting Tup1-Ssn6 in the conditions tested for these experiments. The lack of a significant correlation between Rfx1 binding and Tup1 is likely do to noise in the datasets or the limited number of genomic loci for which Rfx1 recruits Tup1.

Our multi-recruiter model of Tup1 binding was generated by regression analysis. Regression analysis creates an equation describing how all the recruiters in combination predict Tup1 occupancy. In this analysis, if a recruiter’s targets are completely contained within another recruiter’s targets, then its parameter or weight in the model will be reduced. Our final model showed that the presence of Yap6, Cup9 Sut1, Cin5, Nrg1, Rox1, Sko1, Phd1, and Skn7 all contributed to the association of Tup1 with its genomic targets, while the occupancy of Mig1 and Mcm1 do not contribute additional information. It is not surprising that Mcm1 binding from a MATa strain of yeast does not significantly help predict the location of Tup1, because α2-Mcm1 only recruits Tup1-Ssn6 in MATα yeast [21]. On the other hand, Mig1 should be functioning to recruit Tup1 in the strains tested in our study, but was removed from the regression model only after the inclusion of other cofactors. This could be caused if, for example, Mig1 binds and recruits Tup1 with another cofactor already in the model, or the published Mig1 ChIP-chip data is of lower quality than the other ChIP-chip datasets.

### Integrating multiple environmental inputs at gene promoters

How does the Tup1-Ssn6 repressor receive signals from multiple signaling pathways, integrate those signals, and regulate gene expression accordingly? The activities of Tup1 recruiting proteins are modulated by signaling pathways that are activated by an overlapping set of environmental conditions and cellular stresses. These pathways include the hexokinase 2 signaling pathway, Snf1 signaling pathway, the Hog protein kinase pathway, and the Mec1 kinase cascade [12], [46], [47], [48]. Tup1 and its recruiting proteins integrate the signals from these pathways using a number of mechanisms. For example, the Snf1 signaling pathway regulates Mig1 localization [49]. In the presence of glucose, Mig1 recruits Tup1 to its targets to repress their transcription, while in low glucose Snf1 phosphorylates Mig1, resulting in Mig1 export from the nucleus and expression of its target genes. In contrast, the Hog kinase pathway regulates Sko1 by converting it from a repressor to an activator [48]. In normal growth conditions, Sko1 recruits Tup1 to its targets and represses their transcription, while osmotic stress causes Hog1 to phosphorylate Sko1, resulting in the recruitment of SAGA and SWI/SNF and the activation of its targets. Interestingly, full activation of these genes requires the presence of Tup1 [48], [50]. Consistent with this observation, we have shown previously that Tup1 remains bound to many targets even when transcriptional repression is relieved [17].

Years of work from numerous labs studying Tup1 and its recruiters together with our results suggest that Tup1, Ssn6, and multiple recruiting proteins form a repressor complex that prevents the expression of hundreds of genes that are not required under normal laboratory growth conditions [6], [18], [51]. The relationship between Tup1-Ssn6 and its recruiters allows the cell to respond quickly and specifically to a given stress, without, for example, derepressing all gene targets of Tup1. It is likely that the function of the Tup1-Ssn6 complex at an individual site depends heavily on the context of the promoter and the suite of cofactors assembled.

## Materials and Methods

### Yeast strains

The genotypes and sources of the strains used in this study are listed in Table S1. SHy048 was generated by first mating SHy028 with BY4742, sporulating the resulting diploid and selecting a MATα colony containing the Tup1-TAP::HIS3 allele. All other epitope tagged and deletion strains were generated by one-step gene replacement as previously described [52].

### Chromatin Immunoprecipitations

Vegetative samples were grown in YPD (1% yeast extract, 2% peptone, 2% dextrose) to an OD_600_ of 0.6–0.8. ChIPs for TAP-tagged Tup1 were performed as before [17] with minor modifications. The function of Tup1 when tagged with TAP was confirmed by examining Tup1 repression of the FLO1 gene (data not shown). Briefly, 1% formaldehyde-fixed cells were resuspended in FA-Lysis buffer (50 mM Hepes-KOH, pH 7.5, 300 mM NaCl, 1 mM EDTA, 1.0% Triton-X, 0.1% Sodium deoxycholate, and 1 X protease inhibitors (Calbiochem)) and disrupted using a Mini-Beadbeater-8. The isolated chromatin was sheared to an average size of 0.8 kb and incubated overnight at 4°C with IgG sepharose beads to recover Tup1-TAP associated DNA. The beads were washed two times each with FA lysis buffer, FA Wash 2 (50 mM Hepes-KOH, pH 7.5, 500 mM NaCl, 1 mM EDTA, 1.0% Triton-X, 0.1% Sodium deoxycholate), FA Wash 3 (50 mM Hepes-KOH, pH 7.5, 250 mM LiCl, 1 mM EDTA, 1.0% Triton-X, 0.1% Sodium deoxycholate) and TE each supplemented with 1 X protease inhibitors. ChIP Elution Buffer (50 mM Tris-Cl pH 8.0, 10 mM EDTA, 1% SDS) was added to the washed beads and Tup1-TAP associated DNA fragments were eluted by incubation for 1 hour at 65°C. Eluted ChIP samples (and inputs) were incubated at 65°C overnight to reverse cross-links, excess protein was degraded using Proteinase K and DNA was isolated using Zymo columns according to the manufacturer’s instructions (Zymo Research).

### DNA amplification and labeling

ChIP and input DNA were amplified by ligation-mediated (LM) PCR as described previously [53]. Briefly, recovered ChIP and input DNA were blunted using T4 DNA Polymerase (NEB) and unidirectional linkers were ligated to the ends of the DNA fragments using T4 DNA Ligase (NEB). The long oligonucleotide from the unidirectional promoter was then used to amplify the DNA in two steps of PCR for a total of 33 cycles. In the second PCR step (20 cycles) amino-allyl dUTP (Sigma) was incorporated at a ratio of 3∶2 with dTTP. Reactive Cy3 or Cy5 (Amersham) was coupled to the amino-allyl of the resulting DNA fragments in the presence of sodium bicarbonate.

### Microarray hybridizations and image acquisition

ChIP samples were competitively hybridized with input DNA to low-resolution spotted-DNA yeast whole genome spotted microarrays containing coding and non-coding regions at approximately 800 bp resolution. The arrays were scanned with an Axon 4000 scanner, and data was extracted using GenePix 6.0 software. Only spots of high quality by visual inspection, with less than 10% saturated input pixels, with a background corrected sum of medians for both channels greater than 500 were used for the analysis.

### Array normalization and quality control

The DNA microarrays were normalized using block-by-block loess with the limma R package as part of Bioconductor [54]. Initially the complete dataset contained 56 arrays generated by 3 researchers in both dye-orientations. All of the arrays were accessed for quality and bad arrays were removed due to regional artifacts, inefficient labeling, or low correlation to other arrays in the experimental group. The final 41 arrays have been uploaded to the GEO database accession GSE26311, and supplemental files are available at http://buffalo.edu/mjbuck/Tup1-recruiters.html.

### Determination of binding sites

The median standardized value was determined across all biological replicates. The standardized log ratio was used as input for ChIPOTle [55] with the following parameters: Gaussian background distribution, step size 0.25 kb and window size 1 kb. Peaks with FDR cutoff <0.001, a Z-score >1 above mock control, and a mock Z-score <2 were retained for further analysis. Neighboring peaks within 1 kb were collapsed and the highest bound array element was represented in the cluster-grams and used for all further analysis.

### Prediction of novel recruiters

Starting with our Tup1 ChIP-chip data we utilized published ChIP-chip data for 204 transcription factors [30], [31] and *tup1Δ* expression data [7] to identify potential novel Tup1 recruiters. We performed five separate prediction tests: (a) Calculated the over-representation of each transcription factor’s DNA-binding motif among Tup1 targets compared to the rest of the genome. Motif over-representation was determined using the Relative OVER-abundance of cis-elements (ROVER) algorithm with a p-value cutoff of 0.001 [56] and previously reported position-weight-matrixes (PWM) [31]. (b) Calculated the percentage of Tup1 targets that were bound by each transcription factor (i.e. sensitivity). Sensitivity was calculated by dividing the number of binding events for a transcription factor (at a p-value <0.001; [30]) that fall within Tup1 targets by the total number of Tup1 targets. (c) Calculated the percentage of each transcription factor’s targets that are bound by Tup1 (i.e. specificity). Specificity was calculated by dividing the number of binding sites for a transcription factor (at a p-value <0.001) [30] that fell within Tup1 targets by the total number of targets for the transcription factor (at a p-value <0.001) [30]. (d) Calculated the correlation between the top quartile of Tup1 binding and the top quartile of binding for each transcription factor. This approach allowed us to examine the relationship between Tup1 and possible recruiters, without rigidly selecting bound Tup1 targets, and it determined which possible recruiters’ binding pattern changes in a similar manner as Tup1 binding pattern. If a protein is in fact a Tup1 recruiter, its occupancy at any site in the genome should be positively correlated to Tup1 occupancy at that site. Although this approach assumes inaccurately independence between recruiters, it still identifies the strongest correlated components. (e) Calculated the correlation between the top quartile of expression changes in a *tup1Δ* and the top quartile of binding for each transcription factor. The last approach is similar to the fourth but instead of using *in vivo* Tup1 binding data we used the change in expression for downstream genes in a *tup1Δ* [7]. Each transcription factor was assigned a percent rank for each test and (f) the average percent rank across all five tests was calculated. The average was calculated based only on those tests for which a transcription factor could be included. All 204 transcription factors were sorted based on the average percent rank.

### Regression analysis

Regression analysis examines the relationship between one variable (Tup1 occupancy) and another set of variables (Tup1-Ssn6 recruiting proteins). The data for each recruiter was the log_2_ ratios from ChIP-chip experiments [30] and missing data was simulated by a Gaussian random function. The simulation was repeated 10 times, and was demonstrated to have a limited effect on parameter estimates. We first determine which previous characterized recruiting proteins (Aft1, Rfx1, Mcm1, Mig1, Nrg1, Rox1, Sko1, Cup9, and Sut1) independently, and positively, predicted Tup1 occupancy. Based on this initial analysis Aft1 and Rfx1 were removed from further consideration. The six remaining variables were then fit to a regression model using a random half of all yeast intergenic regions and validated by repeated random sub-sampling cross-validation. The validated model was then tested on the remaining half of the yeast intergenic regions to estimate its *R* ^2^. The yeast intergenic dataset was then randomly split 4 additional times and the regression model estimation was repeated. The final parameter estimates were determined as the average across all five regression models. The final regression model was determine as outlined above but included the additional Tup1-Ssn6 recruiting proteins (Cin5, Phd1, Skn7, and Yap6). Mcm1 and Mig1 were removed from the final model because they were both non-significant predictors (p>0.01). All regression analysis was performed using SAS v 9.1 (SAS Cary, NC).

### Co-Immunoprecipitations

Appropriate strains were inoculated and grown in YPD to an OD_600_ of 0.5–1.0 and for each strain, 25–30 OD_600_ units were collected at 4°C (all remain steps performed at 4°C). Pellets were washed with Co-IP buffer (50 mM Tris-Cl pH 7.4, 250 mM NaCl, 5 mM EDTA, 0.1% NP40; for DNAse I experiments EDTA was omitted) plus protease inhibitors (1x protease inhibitor cocktail, 1.5 mM DTT, 1 mM PMSF, 1 mM Benzamidine), transferred to ependorf tubes, and lysed with glass beads. The lysates were removed from the glass beads and cleared by spinning at 15,000 RPM for five minutes. For the DNAse I experiments, DNAse I was added to a final concentration of 100 U/µl, samples were incubated for one hour at 4°C, and EDTA was added to a final concentration of 10 mM to stop reactions. For inputs, 25 µl of cleared lysates was added to 25 µl of 2X sample buffer (125 mM Tris-Cl pH 6.8, 20% glycerol, 4% SDS, 10% beta-mercaptoethanol). For IPs, antibody (either 1 µl of anti-Ssn6 antibody or 5 µl of anti-HA antibody) was added to 500 µl of cleared lysates and incubated for three hours at 4°C. Antibody-protein complexes were recovered by incubation with Protein G Sepharose beads in Co-IP Buffer, beads were washed two times with Co-IP Buffer and once with high-salt Co-IP Buffer (50 mM Tris pH 7.4, 500 mM NaCl, 5 mM EDTA, 0.1% NP40). Following the final wash, all buffer was removed from the beads and 20 µl of 2X sample buffer was added to the beads. For detection of proteins by Western blot, 5 µl of each input was loaded for each blot (approximately 0.5% of material used in IP). For anti-Ssn6 co-IP blots, 10 µl was loaded for anti-Myc blots (approximately 50% of Immunoprecipitated material), 4 µl was loaded for anti-HA blots (approximately 20% of Immunoprecipitated material) and 2 µl was loaded for anti-Ssn6 blots (approximately 10% of Immunoprecipitated material). For anti-HA co-IP blots, 10 µl was loaded for anti-Myc blots (approximately 50% of Immunoprecipitated material), 4 µl was loaded for anti-Ssn6 blots (approximately 20% of immunoprecipitated material) and 2 µl was loaded for anti-HA blots (approximately 10% of immunoprecipitated material).

### Western blots

Lysates were electrophoresed on 4–12% NuPAGE Bis-Tris gels with MOPS running buffer according to manufacturer’s instruction (Invitrogen). Separated proteins were transferred to a nitrocellulose membrane according to standard methods. Membranes were blocked with 5% NFDM (nonfat dry milk) in 1X TBS (20 mM Tris-Cl pH 7.5, 250 mM NaCl)/0.1% Tween. Following blocking, the membranes were incubated overnight in either a 1∶6000 dilution (in 1X TBS/0.1% Tween/5% NFDM) of rabbit anti-Ssn6 (Sharon Dent), a 1∶500 dilution (in 1X TBS/0.1% Tween/1% NFDM) of mouse anti-HA (Santa Cruz) or a 1∶2500 dilution (in 1X TBS/0.1% Tween/1% NFDM) of mouse anti-Myc (Upstate). The membranes were then washed three times in 1X TBS/0.1% Tween/1% NFDM and incubated in a 1∶15000 dilution (in 1X TBS/0.1% Tween/1% NFDM) of HRP conjugated donkey anti-rabbit IgG (anti-Ssn6 blots) or HRP conjugated donkey anti-mouse IgG (anti-HA and anti-Myc blots) (Amersham). Following washing, blots were developed by enhanced chemiluminescence (ECL) using an Amersham ECL Plus Detection Kit.

## Supporting Information

Figure S1 **Genes derepressed in a** ***tup1Δ*** **strain are bound by Tup1.** (**A**) Tup1 ChIP-chip data at single promoters are plotted versus derepression of the downstream genes in a *tup1Δ* strain [7]. (**B**) All genes were sorted into 10 bins depending on the degree to which they were derepressed in a *tup1Δ* strain [7]. The most derepressed genes are in the “90-100” bin the average Tup1, Ssn6, and Mock ChIP signal for unidirectional promoter genes in each bin is shown. Deciles
(TIF)

Figure S2 **Tup1 interacts with the known Tup1 recruiters Sut1, Nrg1, or Sko1.** This figure is a longer exposure for the same blot shown in Figure 4B. Strains carrying Myc-tagged predicted recruiters (Cin5, Phd1, Yap6, or Skn7), characterized recruiters (Sut1, Nrg1, or Sko1), or a protein which was not predicted to interact with Tup1 (Hap3) were immunoprecipitated with anti-Ssn6 antibodies, anti-HA antibody (to detect Tup1), and anti-MYC (to detect recruiter proteins).
(TIF)

Figure S3 **Characterization of DNAse I-treated Co-IP experiments.** Top, Genomic DNA isolated from the supernatant of Co-IP experiments in the presence or absence of DNAse I. Middle and bottom, To show digestion of the DNA, PCR was performed using genomic DNA prepared from the TOP panel as a template. The ability to amplify through small regions (∼400 bp) in the *RPS1A* gene (middle) and *Tup1-HA* tagged region (bottom) were examined.
(TIF)

Table S1 **Strains used in this study.**
(DOCX)

Dataset S1 **Tup1 bound sites with data shown in** **Figure 1** **.**
(XLSX)

Dataset S2 **Regulatory regions bound by each recruiter with Tup1 and Ssn6 occupancy.**
(XLSX)

Dataset S3 **All regulatory regions with regression model results compared to experimental results (data from** **Figure 5D** **).**
(XLSX)

# Supplementary material for: The Stress Response Factors Yap6, Cin5, Phd1, and Skn7 Direct Targeting of the Conserved Co-Repressor Tup1-Ssn6 in S. cerevisiae
**Source:** PLoS One. 2011 Apr 28;6(4):e19060. doi: 10.1371/journal.pone.0019060
**Supplement:** Table S1 — Strains used in this study.

**Table S1- Strains used in this study**

| **Strain** | **Genotype** | **Source** |
| --- | --- | --- |
| BY4741 | MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 |  |
| BY4742 | MATalpha his3Δ1 leu2Δ0 lys2Δ0 ura3Δ0 |  |
| SHy028 | MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 Tup1-TAP::HIS3 | Ghaemmaghami et al.[[1](#_ENREF_1)] |
| SHy048 | MATalpha his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 Tup1-TAP::HIS3 | This Study |
| SHy061 | SHy028 but aft1Δ::KanMX6 | This Study |
| SHy062 | SHy028 but rfx1Δ::KanMX6 | This Study |
| SHy063 | SHy028 but mig1Δ::KanMX6 | This Study |
| SHy064 | SHy028 but nrg1Δ::KanMX6 | This Study |
| SHy065 | SHy028 but rox1Δ::KanMX6 | This Study |
| SHy066 | SHy028 but sko1Δ::KanMX6 | This Study |
| SHy067 | SHy028 but sut1Δ::KanMX6 | This Study |
| W303a | MATa leu2-3,112 trp1-1 can1-100 ura3-1 ade2-1 his3-11,15 phi+ |  |
| Z1451 | W303a but Cin5-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1334 | W303a but Phd1-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1365 | W303a but Skn7-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1541 | W303a but Yap6-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1533 | W303a but Sko1-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1744 | W303a but Sut1-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1535 | W303a but Nrg1-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1522 | W303a but Gts1-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| Z1450 | W303a but Hap3-myc::TRP1 | Harbison et al.[[2](#_ENREF_2)] |
| SHy162 | W303a but Tup1-myc::hphNT1 | This Study |
| SHy163 | W303a but ssn6∆::KanMX6 | This Study |
| SHy164 | W303a but Tup1-myc::hphNT1 ssn6∆::KanMX6 | This Study |
| SHy165 | W303a but Tup1-HA::natNT2 | This Study |
| SHy166 | W303a but Sut1-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy167 | W303a but Nrg1-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy168 | W303a but Sko1-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy169 | W303a but Cin5-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy170 | W303a but Phd1-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy171 | W303a but Yap6-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy172 | W303a but Skn7-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy174 | W303a but Hap3-myc::TRP1 Tup1-HA::natNT2 | This Study |
| SHy175 | W303a but Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy176 | W303a but Sut1-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy177 | W303a but Phd1-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy178 | W303a but Yap6-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy179 | W303a but Skn7-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy183 | W303a but Nrg1-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
| SHy184 | W303a but Cin5-myc::TRP1 Tup1-HA::natNT2 ssn6∆::KanMX6 | This Study |
|  |  |  |

1. Ghaemmaghami S, Huh WK, Bower K, Howson RW, Belle A, et al. (2003) Global analysis of protein expression in yeast. Nature 425: 737-741.

2. Harbison CT, Gordon DB, Lee TI, Rinaldi NJ, Macisaac KD, et al. (2004) Transcriptional regulatory code of a eukaryotic genome. Nature 431: 99-104.

How the deposited data were processed for this re-analysis (not part of the article)

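The data are ChIP-chip measurements of Tup1, Ssn6 and mock ChIP on 45 spotted whole-genome arrays of yeast grown in rich media. They comprise 21 arrays of Tup1 in wild-type cells, 4 of mock ChIP, 2 of Ssn6, and 3 (aft1Δ, rox1Δ, sko1Δ, sut1Δ) or 2 (rfx1Δ, mig1Δ, nrg1Δ) of Tup1 in each strain lacking a recruiter. Conditions, dyes and replicate numbers were taken from the sample labels, which give the dye of the ChIP DNA for each array. The authors cross-linked the cells, precipitated the TAP-tagged protein, amplified ChIP and input DNA, labelled them with Cy5 and Cy3 in either order and hybridized them together.

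The authors scanned the arrays and deposited, for each spot and channel, the median intensity of the spot and of its local background, not normalized. The deposited tables also give the percent of saturated pixels of each spot in each channel. A quality score is the GenePix flag, which the authors set by visual inspection and in which negative values mark bad or missing spots. The authors also deposited 1 table of normalized log2 ratios of Cy5 over Cy3, which is not turned towards the IP and whose array medians lie between −0.014 and 0.017. The paper describes loess normalization by block, and this table correlated with the ratios computed here at a median of 0.909 over the Tup1 wild-type arrays (0.506 to 0.960). Values for the arrays came from the intensities, and the table served as an alternative.

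Spots with a negative flag, control spots, spots with 10% or more saturated input pixels and spots with a background-corrected sum of medians of 500 or less were left out. Background was corrected with normexp (offset 50) and ratios were normalized within each print block by loess (span 0.3, 4 iterations) in limma. Ratios were turned to IP over input by the dye given in the labels, averaged over the spots of an element, and standardized in each array to mean 0 and SD 1. On the Tup1 wild-type arrays a median of 11.9% of spots were flagged (3.47 to 46.4%), on mock arrays 8.34% (5.10 to 19.7%) and on Ssn6 arrays 20.3% and 22.7%. Signal over background in the input channel had a median of 4.19 (1.52 to 27.4) for Tup1 in wild-type cells and 14.4 (7.37 to 24.2) for mock, and was 7.83 and 18.3 for Ssn6. The log2 ratios of a Tup1 wild-type array had an SD of 0.41 in the median (0.26 to 0.58). The number of arrays limits the precision.

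An intergenic element carries the name of the ORF on its lower side, and genes beside it were taken from the RefSeq table of yeast genes by the order of the ORFs. That table matched 5622 of the intergenic and 5768 of the coding elements, and 5359 ORFs had at least 1 element upstream. No positions of elements are available, so the peak caller of the paper, the joining of neighbouring peaks and the search for sequence motifs were not repeated. The sites and their cofactors are those of Dataset S1 (282 sites, 177 with cofactor data) with the new recruiters added from the sheets of Dataset S2. Dataset S3 was available only in part, with 139 of the 177 sites, so the regression model of the paper was not analysed here. Co-immunoprecipitation, expression in tup1Δ cells and occupancy over all intergenic regions were not analysed here.

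Each element with a value on at least 11 Tup1 wild-type and 2 mock arrays was tested with limma on all 45 arrays, with a mean for each group and a dye term (lmFit and eBayes). Replicate groups of 2 arrays are thereby assumed to vary like the others. Binding was called at a BH adjusted p under 0.001, a difference from mock over 1 Z and a mock mean under 2 Z. For the deletion strains each Tup1 array, wild-type arrays included, was scaled to the wild-type mean over the 282 sites. Each site was tested at a BH adjusted p under 0.05 within its strain. Groups of sites were compared by the mean or slope of each array, with two-sided exact permutation tests between groups of arrays and sign-flip permutation tests within Tup1 arrays, adjusted by BH over the 7 strains where strains were compared. Confidence intervals of shares are 95% Wilson intervals and cover counting error only.

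Gene lists were written before the data were examined, for hexose transporters, flocculation genes, hypoxic genes, glucose-repressed genes, DNA-damage genes, the iron regulon, osmotic stress genes, a-specific and α-specific genes, ribosomal protein genes, glycolytic and translation genes, stable reference genes, the 20 candidate factors of Figure 3, the deleted recruiters and the auxotrophic markers of the strains. Each was tested on intergenic elements with camera, with a preset correlation of 0.01 between elements and with an estimated one, adjusted by BH over 13 lists. Genes named in the text follow a rule set at the same time. They are the 15 intergenic elements of largest difference among those called, every gene that the paper names, all members of a list of 8 or fewer and otherwise the 4 of largest and 2 of smallest difference, the 5 sites of largest change among those passing in a deletion strain or the 2 of lowest p where none passed, and any site bound by the deleted recruiter. Coding elements named outside this rule were chosen after their values were seen. The text does not give every value that the rule names.

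The alternatives set at the same time were median centring without loess, plain background subtraction, no spot filter except flags, no division by the array SD, the authors' normalized table, no dye term, arrays with the IP in Cy5 only, the print series as a term or random block, the replicate number as a block, leaving out each array of the groups of 2 to 5 arrays, BH limits of 0.01 and 0.00001, no scaling of the deletion strains, all elements in place of the 282 sites, intergenic elements only, sites with fewer than 4 recruiters, the mean in place of the median, and both readings of the mating type of array 9. The tests were tried on simulated data. With 100 of 13360 elements raised by 2 Z or 4 Z, the Tup1 test recovered 32% and 91% with 0 false calls, and the Ssn6 test 3% and 47%. Among the sites the test of aft1Δ recovered 80% and 100% of 20 sites changed by these amounts, and that of mig1Δ 50% and 95% with 1 false call. The simulated noise of an element was independent and of equal size on every array, and the simulated sites were not scaled to wild type. These rates therefore do not describe the scaled test of the deletion strains. In 62 divisions of the real arrays with 3 wild-type arrays in place of rox1Δ, up to 36 sites passed (median 0). The permutation test was under 0.05 in 4% of simulated comparisons without a difference and in 96% with a difference of 3 SD. Analyses used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.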

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

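The comparison of mating types was planned before the data were examined. The tests of explanations for it were chosen after the result was seen, as was the comparison of bound elements with Dataset S1.

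In MATα cells α2 and Mcm1 recruit Tup1-Ssn6 to the a-specific genes, which MATa cells express. Over the promoters of 7 a-specific genes, Tup1 arrays labelled MATα had a median of 1.83 Z (1.04 to 2.55, n = 3) and arrays labelled MATa 0.36 Z (−0.38 to 1.07, n = 17). What drew attention was this difference between the groups, 1.46 Z (two-sided exact permutation p = 0.0079, the smallest p possible for a difference of medians here). The difference at single promoters was 2.66 at STE6 (standard error 0.48, limma adjusted p = 0.057), 1.63 at MFA1, 1.55 at AGA2, 1.37 at STE2, 1.12 at BAR1, 0.68 at ASG7 and 0.51 at MFA2. Of these 5 of 7 had an unadjusted p under 0.05, and no element passed at an adjusted p under 0.05 in limma. The mock arrays had a median of −0.31 Z, and the array whose labels name both mating types had 1.04 Z. Stable reference genes differed by −0.03 (exact permutation p = 1) and α-specific genes by 0.75 (exact permutation p = 0.11). The paper sets α2-Mcm1 aside because it does not act in most of its strains and does not report the arrays by mating type.

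A difference between print series is argued against, since the highest mock array of the series that holds MATα arrays 1 and 2 lies at −0.23 Z. The dye of the IP stays open, since the difference was 1.53 among arrays with the IP in Cy5 but only 1 MATα array is among them (exact permutation p = 0.0625, the smallest possible). Recruitment with mating type stays open and is consistent with the exact permutation p of 0.0079. Within the print series of the deletion strains the difference was 1.98 with a single MATα array (exact permutation p = 0.11). Other differences between the MATα and MATa strains were not tested.

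Tup1 was bound above mock at 9 elements that Dataset S1 does not list, in regions that the paper does not discuss by these names. The text names 8 of the 9, and the largest difference is not among them. The 8 are iYMR016C-0 (3.84 Z), YNL179C (3.60), YGR051C (3.56), YKR041W (3.31), iYOR050C (3.27), iYDR010C (3.16), iYGR229C (2.46) and iYKL063C-0 (2.30). Of the 9, 7 carry the ORF name of a site in Dataset S1, which lists only the highest element of each peak. The 2 others are YGR051C, which by its name adjoins the listed site iYGR050C, and iYGR229C between SMI1, a regulator of cell wall synthesis, and BNS1. At these 2 elements Tup1 averaged 1.93 and 1.05 Z and mock −1.32 and −1.39. A mock mean below 0 thus makes up part of each difference. No explanation was tested for them.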

How the results depend on the processing

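The settings with array weights, with BH at 0.05, with the 282 sites alone, with 1 print series alone, and without several arrays at once were chosen after seeing the data. All others were set before. "Bound" below stands for the limits of the main analysis, where 19 elements, no Ssn6 element, 0 of 12 hexose transporters (limma, 8 at an unadjusted p under 0.05) and 2 of 20 candidate factors passed. For changes with the processing the cause was not tested, except that a stricter or looser limit and fewer mock arrays change counts by their construction.

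The 19 bound elements kept a difference above 0 in all 722 values over the settings and were called in 429 of them. The gene lists stayed on the same side of the threshold in 451 of 493 values and turned direction in 10. The number of bound elements stayed within 1.5 times with plain background subtraction, without the spot filter, undivided by the array SD, and with the print series as a random block. The slopes on recruiter number kept their direction in every setting.

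Under median centring 10 elements and 1 candidate factor were bound, the overlap of Ssn6 with Tup1 elements at an unadjusted p under 0.05 was 48.4% (41.9% in the main analysis), and 1 strain passed at the sites of the deleted recruiter, rfx1Δ (−1.32), while the Aft1 site turned to −0.45. With the authors' normalized values 34 elements were bound, the overlap was 46.8%, 1 strain passed, again rfx1Δ (−1.20), and the stable reference genes turned direction (camera adjusted p = 0.800). Undivided by the array SD, 1 Ssn6 element and 1 candidate factor were bound and the overlap was 35.9%. Without the spot filter 1 candidate factor was bound. Without the dye term 36 elements and 1 hexose transporter were bound. With the print series as a term 4 elements and 0 candidate factors were bound. A BH limit of 0.01 gave 70 elements, 2 transporters and 4 factors, a limit of 0.00001 gave 0 elements (limma, 896 over 1 Z at an unadjusted p under 0.05), and a limit of 0.05 gave 242 elements, 4 transporters and 6 factors.

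On arrays with the IP in Cy5 alone, the squared correlation of Tup1 and Ssn6 was 0.0839, and over the 282 sites 0.482. The slopes on Cy5 arrays exceeded the single mock array by 0.57 and 0.41 Z per recruiter for known recruiters and for known and new ones, and the MATα minus MATa difference at the a-specific promoters was 1.53. Neither the slopes nor this difference passed, since the smallest exact permutation p that these arrays allow is above 0.05. Without sites of 4 or more recruiters the squared correlations on recruiter number were 0.297 and 0.303.

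The replicate numbers were also used as a block. They are not known to pair the arrays, and the labels and the paper describe no shared culture or day. Over 106 pairs of arrays of different groups with the same number, the deviations from the group means correlated at a median of 0.037, with 39.6% over 0.1 (18.7% of other pairs), and 14 of 28 arrays correlated best with their own number, as a hint from the data. With the replicate block 3 elements and 1 candidate factor were bound, the overlap was 32.6%, 1 site changed in a deletion strain, and the α-specific genes turned direction (camera adjusted p = 0.879).

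Within the print series of the deletion strains 1 element and 0 candidate factors were bound, the overlap was 50.8%, 63 sites changed and the MATα difference was 1.98 with a single MATα array. Within the series of 2 Tup1 and 2 mock arrays 0 elements and 0 candidate factors were bound (limma, 763 elements over 1 Z at an unadjusted p under 0.05), 2 of the tests of highly transcribed genes passed, and both the α-specific (camera adjusted p = 0.725) and the ribosomal protein genes (0.143) turned direction. Without mock replicates 3 and 4 together, 0 elements and 0 candidate factors were bound (limma, 1024 elements over 1 Z at an unadjusted p under 0.05), the overlap was 53.3%, 3 gene lists instead of 6 passed and 2 tests of highly transcribed genes passed. Without the arrays with over 25% of spots flagged 40 elements and 2 transporters were bound, and 3 strains passed at the sites of the deleted recruiter, aft1Δ (1.45), rox1Δ (1.08) and rfx1Δ (−1.13). Without the 4 arrays with another deleted gene low in the input, 10 elements and 0 candidate factors were bound.

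Among the deletion strains 131 tests of sites passed in the main analysis. None passed without scaling to wild type (limma, 185 at an unadjusted p under 0.05), which also turned the differences at the Mig1 sites (−0.70) and Sko1 sites (−0.46). With array weights 55 passed, and with all elements tested in place of the sites 4342.

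The direction of lists that did not pass turned in further settings, for α-specific genes with plain background subtraction (camera adjusted p = 0.975) and without mock replicate 1 (0.819), and for ribosomal protein genes under median centring (0.932), undivided by the array SD (0.632) and without mock replicate 1 (0.712) or 4 (0.735). Over the settings that leave out 1 array, the adjusted p ranged from 0.498 to 0.819 for the former and from 0.0403 (without mock replicate 3, the only one under 0.05) to 0.744 for the latter.

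Leaving out single arrays gave 0 to 40 bound elements, with 0 without mock replicate 2 and 40 without rox1Δ replicate 3, and 0 to 26 bound intergenic ones. It gave 0 Ssn6 elements throughout, 0 to 1 hexose transporters, 0 to 4 candidate factors, an overlap of 24.8 to 50.4%, a squared correlation of Tup1 and Ssn6 of 0.102 to 0.222, 4 to 8 gene lists, 3 to 4 tests of highly transcribed genes and 60 to 165 sites changed. No strain passed at the sites of its deleted recruiter, with differences of 0.70 to 1.62 (aft1Δ), −1.17 to −1.13 (rfx1Δ), 0.04 to 1.23 (mig1Δ), 0.05 to 0.24 (nrg1Δ), 0.78 to 4.00 (rox1Δ), 0.06 to 0.38 (sko1Δ) and 0.48 to 1.11 (sut1Δ). The slopes were 0.57 to 0.65 for Tup1 and 0.31 to 0.77 for Ssn6 above mock on known recruiters, and 0.42 to 0.44 and 0.22 to 0.50 with the new ones. The MATα difference was 1.07 to 1.83.

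The share of Ssn6-bound elements also bound by Tup1 has no value at the limits of the main analysis, since no Ssn6 element passed, and the overlap at an unadjusted p, added after seeing the data, stands in for it. The squared correlation of the paper's model at the Tup1 sites was not run, as only 139 of 177 sites are in the part of Dataset S3 that was available. Signal over background limits which elements are called. It was 1.73 in the IP channel of the weakest Tup1 array, which gave a value for 7871 elements.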

Differences from the paper's values

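The paper reports 282 Tup1 targets, and 19 elements were bound here at the paper's stated limits on adjusted p, distance from mock and mock level. The paper's count is of peaks called by ChIPOTle on the median of the replicates, and the count here is of single elements tested over arrays in limma. None of the alternatives set before the data were examined brought the count within 1.5 times the paper's. The highest of them was 70 at a BH limit of 0.01, and leaving out single arrays gave at most 40. At a BH limit of 0.05, chosen after seeing the values, the count was 242, which is within 1.5 times the paper's count, and of the sites in Dataset S1 107 passed at that limit with 278 tested, so that 175 of the 282 were dropped. For intergenic targets the paper gives 187 and 12 were bound here, and of the alternatives set before the data were examined none came within 1.5 times the paper's count. The highest of them was 47 at a BH limit of 0.01. At a BH limit of 0.05, chosen after seeing the values, the count was 160, within 1.5 times the paper's, with 113 of the paper's 187 intergenic targets not passing at that limit.

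The paper states that 73% of Ssn6 targets are bound by Tup1. No element passed the limits for Ssn6 here, and among elements over 1 Z above mock at an unadjusted p under 0.05, limits that differ from the paper's, the share was 41.9%. Of the alternatives set before the data were examined, leaving out mock replicate 4 gave 50.4%, which is within 1.5 times the paper's share, and none of the others did. The settings with only the print series of the deletion strains (50.8%) and without mock replicates 3 and 4 (53.3%) also came within it and were chosen after seeing the values. They leave no Tup1-bound element or 1 at the paper's limits and so drop at least 281 of the paper's targets.

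For the squared correlation of Tup1 and Ssn6 the paper gives 0.48, and the value here was 0.203 across all elements. No alternative set before the data were examined came within the spread, and they ranged from 0.0839 to 0.228. Over the 282 sites alone it was 0.482, a choice made after seeing the values, which leaves out all other elements and drops 6 of the paper's targets that lack a value.

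Of the 20 candidate factors, the paper marks about 9 in Fig. 3 as bound upstream by Tup1, and 2 were bound here. Of the alternatives set before the data were examined, none came within 1.5 times that number, and the highest were 4 at a BH limit of 0.01 and 4 without sut1Δ replicate 3. At a BH limit of 0.05, chosen after seeing the values, 6 passed, which is within 1.5 times the paper's number, and these include NRG1 and ROX1 but not SUT1, SKO1, MIG1 or CUP9.

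The paper places Tup1 upstream of the 6 known recruiters on its list. Here none of them passed the limits, with differences from mock of 2.49 at ROX1, 2.06 at CUP9, 1.69 at NRG1, 1.01 at SUT1, −0.42 at SKO1 and −0.99 at MIG1. SOK2, which the paper does not mark, was bound at iYMR016C-0 (3.84 Z), and the adjoining element iYMR016C-1 is a site of Dataset S1 (3.96 Z, adjusted p = 0.0014, not called). The paper counts the hexose transporters among the targets and none of 12 tested was bound here, while 11 of 12 had a difference above 0. Of the alternatives set before the data were examined, HXT6 was called without the dye term and without rox1Δ replicate 1, rox1Δ replicate 3 or sut1Δ replicate 3, and HXT2 and HXT6 at a BH limit of 0.01. HXT2 and HXT6 were also called without the arrays with over 25% of spots flagged, and HXT11 and HXT15 with them at a BH limit of 0.05, settings chosen after seeing the values.

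The paper also marks CIN5 and PHD1 as bound, which just missed the limit here at differences of 4.11 and 2.17 Z. Of the alternatives set before the data were examined, CIN5 was called under median centring, plain background subtraction, no dye term, the authors' normalized values, the print series as a random block, the replicate number as a block, a BH limit of 0.01, and without rox1Δ replicate 2, rox1Δ replicate 3 or sut1Δ replicate 3. PHD1 was called at the same BH limit and without sut1Δ replicate 3, and, in a setting chosen after seeing the values, without the arrays with over 25% of spots flagged, where CIN5 and all 6 known recruiters were not called.

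The paper finds little effect of each deletion on Tup1 at its targets. Over the 7 strains 131 tests of sites passed here, 103 in rox1Δ, 25 in sko1Δ and 3 in aft1Δ, and none in the other strains. Without the scaling to wild type, an alternative set before the data were examined, 0 passed. The paper gives 3 to 4 replicates for each deletion strain and 41 arrays, and the deposited series holds 2 or 3 for each and 45 arrays. As groups, the sites of the deleted recruiter did not pass in any strain. Of the alternatives set before the data were examined, those of rfx1Δ passed under median centring (−1.32) and with the authors' normalized values (−1.20), and without the arrays with over 25% of spots flagged, chosen after seeing the values, those of aft1Δ, rox1Δ and rfx1Δ passed. For the regression on recruiter number the paper gives 0.50 and 0.58, and the values here were 0.498 and 0.584. These use the paper's own sites, chosen on these arrays, and its recruiter calls. The paper gives 62% of sites without a known recruiter and 55% with a known or new one. The 61.6% and 54.8% given here were counted from Dataset S1 and Dataset S2 without array values, so they match by construction.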

Other observations

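The gene lists and the comparison of highly transcribed genes were set before the data were examined. The tests of explanations, the divisions of the arrays into other groups and the limits for a gene low in the input were chosen after the results were seen.

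Hypoxic genes are shut off by Rox1 in air, and Tup1 lay above mock at several of their promoters. The difference was 2.52 Z at the cell-wall gene TIR1 (standard error 0.59, limma adjusted p = 0.015), 2.05 at TIR3 (standard error 0.52, adjusted p = 0.022), 1.69 at the heme gene HEM13, which shares its upstream element with NRG1, and 1.16 at CYC7, and the smallest were −0.19 at COX5B and −0.35 at AAC3. At ANB1 it was 1.10. Of 14 promoters 3 passed at an adjusted p under 0.05 and 5 when adjusted over the list alone (median 0.94, camera adjusted p = 0.0090, with an estimated correlation 0.098). Among 7 a-specific genes BAR1, the protease that degrades α-factor, passed (1.53, limma adjusted p = 0.036), while MFA2 had 2.41 (standard error 0.77, adjusted p = 0.086), ASG7 1.35, MFA1 1.21, AGA2 0.51, STE6 0.14 and STE2 0.01. Over the list alone 4 of these 7 passed (median 1.21, camera adjusted p = 0.0090, with an estimated correlation 0.098). These differences pool MATa and MATα Tup1 arrays against mock arrays that are mostly MATα. On the MATa arrays Tup1 averaged 2.08 Z at MFA2, 0.40 at BAR1, −0.16 at ASG7 and −0.30 at MFA1. Mock averaged 0.18, −0.93, −1.33 and −0.92 Z at these promoters, so low mock values make up much of the last 3 differences. Glycolytic and translation genes, which are highly expressed on glucose, also lay above mock, with 2.08 at FBA1 (standard error 0.57, limma adjusted p = 0.036), 1.93 at CDC19 (standard error 0.46, adjusted p = 0.015), 1.52 at PDC1 and 1.44 at ADH1, against −0.32 at TEF2 and −0.52 at PGK1. Of these 10 promoters 2 passed and 4 over the list alone (median 1.28, camera adjusted p = 0.0087, with an estimated correlation 0.098).

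Lists of other Tup1-regulated responses were tested in the same way. Among glucose-repressed genes the differences were 1.45 at PCK1, 1.09 at HXK1, 0.89 at JEN1 and 0.61 at ADH2, with −0.48 at SUC2 and −1.31 at GAL4 (limma, 0 of 11 at an adjusted p under 0.05 or over the list alone, 1 above mock at an unadjusted p under 0.05, median 0.48, camera adjusted p = 0.48). Among DNA-damage genes they were 1.45 at RNR4, 0.99 at RNR2, 0.77 at HUG1 and 0.01 at RFX1 (limma, 0 of 4, 2 unadjusted, 2 over the list alone, median 0.88, camera adjusted p = 0.051, with an estimated correlation 0.11). In the iron regulon FET3 had 1.89, FTR1 1.44, FRE3 1.10 and ENB1 0.98, with −0.80 at CCC2 and −0.90 at FIT3 (limma, 0 of 13, 4 above mock at an unadjusted p under 0.05, 2 over the list alone, median 0.45, camera adjusted p = 0.051, with an estimated correlation 0.13). Osmotic stress genes had 1.15 at HAL1, 0.83 at AHP1, 0.73 at CTT1 and 0.70 at STL1, with −0.04 at HSP12 and −0.42 at SFA1 (limma, 0 of 10, 1 unadjusted, 0 over the list alone, median 0.50, camera adjusted p = 0.099).

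In the remaining lists, α-specific genes had 0.93 at MFALPHA2, 0.16 at SAG1 and −1.34 at MFALPHA1, the last passing as lower over the list alone (limma, 0 of 3 over all elements, 1 at an unadjusted p under 0.05, median 0.16, camera adjusted p = 0.73 downwards, so that the median and the test differ in sign). Mock averaged 1.43 Z at MFALPHA1, −0.19 at SAG1 and −0.48 at MFALPHA2. The mock arrays are mostly labelled MATα and the Tup1 arrays mostly MATa. Lower Tup1 at MFALPHA1 can therefore not be told apart from a difference of mating type. Of 12 ribosomal protein genes 1 passed, RPL30 (1.49, limma adjusted p = 0.033), also over the list alone, with RPL3 at 1.28 and RPS28A at 1.05, and RPL38 at −1.07 and RPL32 at −1.08 (median −0.0010, camera adjusted p = 0.69 upwards, which differ in sign as well). Stable reference genes were 0.92 at ACT1, 0.31 at TUB2, 0.15 at PDA1, −0.11 at UBC6, −0.33 at ALG9 and −0.45 at TAF10 (limma, 0 of 6, 1 unadjusted, 0 over the list alone, median 0.02, camera adjusted p = 0.73). The strain markers were 0.31 at URA3, −0.18 at HIS3 and −0.83 at LYS2 (limma, 0 of 3, also 0 unadjusted and over the list alone). Of 6 promoters of the deleted recruiters 2, ROX1 and NRG1, passed, and 2 over the list alone (median 0.51). The flocculation genes as a set had a median of 2.10 (camera adjusted p = 9.4e-04, with an estimated correlation 0.098), and the 20 candidate factors an adjusted p of 0.0031 (0.097). Of 13 lists 6 passed with the preset correlation and none with the estimated one.

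Coding elements of highly transcribed genes may collect ChIP signal without a tagged protein, and in mock arrays 15 ribosomal protein genes (camera p = 4.0e-06) and 11 glycolytic and translation genes (p = 2.6e-04) lay above other coding elements. Tup1 exceeded mock at both (p = 1.2e-04 and 0.023), and Ssn6 did not pass (p = 0.47 and 0.61). With an estimated correlation none of these passed after adjustment (adjusted p = 0.14 for both in mock, 0.18 and 0.31 for Tup1). Of 100 divisions of the arrays into groups of the same sizes, the real one included, 21 gave as many of the Tup1 tests as the real 2 (highest other 2), so chance is not excluded.

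The other counts were set against 100 divisions in the same way. For the 19 bound elements 1 division was as large, the real one (highest other 1), the smallest share that 100 divisions allow. The divisions do not keep the dyes and print series of the real mock arrays, so they cannot tell these from binding. The count was also 4, 0, 2 and 5 without mock replicate 1, 2, 3 and 4. For the 242 elements bound at a BH limit of 0.05, 1 division was as large (highest other 146). For the 896 elements at an unadjusted p under 0.05, 2 were as large, and the other gave more (931). The division with 931 and 146 elements kept 3 of the 4 real mock arrays as mock. For the 2 candidate factors 1 was as large (highest other 0), but no other division bound more than 1 element in all and the factors were chosen with these arrays, so this comparison adds nothing. For the 6 gene lists 2 were as large, a share under 0.05. However, another division gave more (7, with 2 of the 4 real mock arrays as mock), and no list passed with the estimated correlation. For the 0 hexose transporters all 100 were as large (highest other 0), which excludes nothing. For the 103 sites in rox1Δ 2 were as large (highest other 105) and for the 25 sites in sko1Δ 2 (highest other 35), shares under 0.05 as well, although another division gave more in each strain and no site passed in either without its replicate 3. For the 3 sites in aft1Δ 8 were as large (highest other 34), so chance is not excluded. For the 0 sites in sut1Δ all 100 were as large (highest other 36), which excludes nothing. In aft1Δ the division with 34 sites was made of wild-type arrays alone and called several times the real count. This may point to a structure of the samples, which was not tested.

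In rox1Δ 103 sites differed from wild type, and replicate 3 had the largest scaling factor of all arrays, 5.98 (0.73 to 1.83 in wild type). Of the sites bound by Rox1 0 were lower and 13 higher, but no site passed without replicate 3 or without the scaling, so whether Tup1 is lost from sites bound by Rox1 stays open. One weakly enriched array multiplied by the scaling stays open and is consistent with 57 sites in the median of 13 divisions that join rox1Δ replicate 3 to 2 wild-type arrays (2 to 90), against a median of 0 in 62 divisions of 3 wild-type arrays (highest 36). Lower Tup1 over all sites in rox1Δ was not tested, since the scaling removes it.

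In 4 replicate 1 arrays another deleted gene was low in the input but not in the IP. They are the array labelled sut1Δ (RFX1, −4.11 against −0.82 in the IP), the array labelled rfx1Δ (SUT1, −3.26 against −0.39), the array labelled rox1Δ (NRG1, −2.42 against −0.14) and the array labelled sko1Δ (MIG1, −2.85 against 0.11). Loss of signal at spots regardless of the gene is argued against, since such pairs were 3.92% of 102 for the deleted genes and 0.0334% of 104764 for all coding elements (exact binomial p = 5.2e-08). The limits behind these shares were chosen after the results were seen, so this p overstates the evidence. DNA of another deletion strain in the input channel stays open and is consistent with the own deleted gene, whose input value was −1.01 at the lowest in 3 of these arrays with a value. By the same limits AFT1 was low in the input alone on Tup1 wild-type array 21 (−2.07 against −0.71 in the IP), where no deletion is labelled. No biological explanation was tested, and the labels were kept.

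Across arrays, the input at the deleted gene differed from that of the other arrays by −3.21 log2 units for SKO1, −2.48 for ROX1, −2.31 for SUT1, −1.65 for NRG1, −1.63 for RFX1, −1.57 for MIG1 and −0.76 for AFT1 (exact permutation p = 0.0057, 0.0065, 0.022, 0.014, 0.069, 0.080 and 0.26). No pair of arrays was a copy of another, with a highest correlation of 0.798 between 2 arrays, and no mock array stood apart from the other 3 in any measure by Dixon's criterion.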
